# Absent in Melanoma 2 (AIM2) Regulates the Stability of Regulatory T Cells

**DOI:** 10.3390/ijms23042230

**Published:** 2022-02-17

**Authors:** Beatriz Lozano-Ruiz, Amalia Tzoumpa, Claudia Martínez-Cardona, David Moreno, Ana M. Aransay, Ana R. Cortazar, Joanna Picó, Gloria Peiró, Juanjo Lozano, Pedro Zapater, Rubén Francés, José M. González-Navajas

**Keywords:** absent in melanoma 2, AIM2, inflammasome, T cell, CD4^+^, regulatory T cell, Treg, FOXP3

## Abstract

Absent in melanoma 2 (AIM2) is a cytosolic dsDNA sensor that has been broadly studied for its role in inflammasome assembly. However, little is known about the function of AIM2 in adaptive immune cells. The purpose of this study was to investigate whether AIM2 has a cell-intrinsic role in CD4^+^ T cell differentiation or function. We found that AIM2 is expressed in both human and mouse CD4^+^ T cells and that its expression is affected by T cell receptor (TCR) activation. Naïve CD4^+^ T cells from AIM2-deficient (*Aim2^−/−^*) mice showed higher ability to maintain forkhead box P3 (FOXP3) expression in vitro, while their capacity to differentiate into T helper (Th)1, Th2 or Th17 cells remained unaltered. Transcriptional profiling by RNA sequencing showed that AIM2 might affect regulatory T cell (Treg) stability not by controlling the expression of Treg signature genes, but through the regulation of the cell’s metabolism. In addition, in a T cell transfer model of colitis, *Aim2^−/−^*-naïve T cells induced less severe body weight loss and displayed a higher ability to differentiate into FOXP3^+^ cells in vivo. In conclusion, we show that AIM2 function is not confined to innate immune cells but is also important in CD4^+^ T cells. Our data identify AIM2 as a regulator of FOXP3^+^ Treg cell differentiation and as a potential intervention target for restoring T cell homeostasis.

## 1. Introduction

Absent in melanoma 2 (AIM2) is a cytosolic receptor that senses dsDNA from any origin, including viruses, bacteria and self-dsDNA [1,2,3]. Although it was originally identified as a tumor suppressor in melanoma [4], most of the research conducted on AIM2 has focused on its function in inflammasome activation and innate immune defense against intracellular pathogens [5]. The inflammasome is a cytosolic protein complex that promotes the recruitment and activation of caspase-1, the subsequent release of inflammatory cytokines such as interleukin (IL)-1β and IL-18, and a form of cell death known as pyroptosis [6,7]. In addition to AIM2, various pattern recognition receptors can induce the assembly of the inflammasome complex, including several members of the NOD-like receptor (NLR) family, the AIM2-like receptor known as interferon-γ (IFNγ)-inducible protein 16 (IFI16), and the protein Pyrin [8,9]. Each of these receptors is activated by different stimuli, from microbial components to signs of cellular disturbance or damage. Among all these receptors, the NLRP3 (NLR family, pyrin domain containing 3) is the prototypical and most thoroughly studied inflammasome. Once they are activated, the majority of these receptors, including AIM2 and NLRP3, require the adaptor protein ASC (apoptosis-associated speck-like protein, containing a caspase recruitment domain) to recruit caspase-1 and initiate full inflammasome assembly [10]. Since its initial description in 2002 [6], thousands of studies have uncovered the role of inflammasomes in innate immunity, in multiple inflammatory and autoimmune diseases, and in many tumors. However, very few studies have investigated the direct role of inflammasome-associated receptors in adaptive immune cells. Nonetheless, emerging evidence is highlighting the importance of these receptors in CD4^+^ T helper (Th) cell differentiation and function. CD4^+^ T cells from ASC-deficient mice were shown to produce reduced amounts of IFNγ and elevated amounts of IL-10 when stimulated in vitro [11]. The adaptor ASC has also been reported to play a critical T-cell-intrinsic role in Th17-mediated experimental autoimmune encephalomyelitis, which was attributed to IL-1β production by polarized Th17 cells via ASC-NLRP3 inflammasome [12]. In another study, NLRP3 was shown to control mouse Th2 differentiation in a cell-intrinsic but inflammasome-independent manner [13]. There is also evidence of NLRP3 involvement in Th1 differentiation of human CD4^+^ T cells [14]. In summary, these reports highlight the importance of ASC and NLRP3 in the differentiation or function of Th1, Th2 and Th17 cells.

In addition to effector Th cells, CD4^+^ cells can differentiate into regulatory T (Treg) cells. Treg cells are essential regulators of immune homeostasis, characterized by a distinct pattern of gene expression and epigenetic modifications that includes upregulation of immune suppressive genes and downregulation of inflammatory genes [15]. Epigenetic changes, however, are not specific attributes of Treg cells, since they greatly influence the function and differentiation of all CD4^+^ T cell subsets [16,17,18]. Although Treg cells are not an homogenous population, the transcription factor forkhead box P3 (FOXP3) is considered as the master regulator of Treg cell differentiation, maintenance and function [19,20]. FOXP3 expression is induced in some CD4^+^ T cells during their thymic development, and these cells have been termed thymus-derived Tregs (tTreg). FOXP3^+^ cells may also arise from naïve CD4^+^ T cells at the periphery after antigen stimulation in the presence of an appropriate combination of cytokines, including IL-2 and transforming growth factor (TGF)-β. These cells have been termed induced Treg (iTreg) cells when generated in vitro and peripherally induced Treg (pTreg) cells when generated in vivo [20]. In addition, Treg cells display tissue-specific adaptation and heterogeneity, showing different gene expression patterns and effector molecules at different tissue localization points [21]. 

Although Treg cells have been the subject of intense research efforts, the mechanisms that govern Treg differentiation and function still require further investigation. Recently, an inflammasome-independent function of AIM2 involved in promoting Treg cell stability has been reported [22]. Here, we report that AIM2 is expressed in both human and mouse CD4^+^ T cells and that its expression is regulated by T cell receptor (TCR) activation. We also show that lack of AIM2 also supports the stability FOXP3^+^ cells in vitro and their differentiation in vivo during a naïve T cell transfer model of colitis. These data suggest that AIM2 may act as a negative regulator of Treg cells.

## 2. Results

### 2.1. AIM2 Expression in CD4^+^ T Cells Is Controlled by TCR Activation

We first assessed AIM2 expression in both human and mouse CD4^+^ T cells. AIM2 mRNA and protein expression was detected in CD3^+^CD4^+^ cells from the peripheral blood of healthy subjects by qRT-PCR amplification (Figure 1a), flow cytometry (Figure 1b) and immunoblot (Figure 1c). To further investigate the expression and regulation of AIM2 in highly pure mouse CD4^+^ cells, we FACS-sorted CD3^+^CD4^+^TCRβ^+^ cells from the spleens of C57BL/6 mice (purity > 98.5% in all experiments) (Figure S1). At the mRNA level, AIM2 mRNA was detected in all samples after qPCR amplification (Figure 1d). At the protein level, AIM2 protein expression was transiently increased after TCR activation with anti-CD3 and anti-CD28 antibodies (Figure 1e). Since the activation of toll-like receptor 4 (TLR4) has been shown to affect CD4^+^ T cell activation and TCR signaling [23], we investigated whether TLR4 activation also affects the TCR-dependent AIM2 expression. However, a similar AIM2 expression pattern was obtained in CD4^+^ cells pre-stimulated with lipopolysaccharide (LPS) and then treated with anti-CD3/CD28 antibodies (Figure 1e), suggesting that TLR4 does not have a major effect on AIM2 expression in these cells. In summary, these data indicate that AIM2 is expressed in both human and mouse CD4^+^ T cells and that its expression, at least in mouse T cells, is affected by TCR signaling.

### 2.2. AIM2 Deficiency Facilitates the Stability of iTreg Cells

We next aimed to investigate whether the lack of AIM2 affects CD4^+^ T cell functions such as proliferation, differentiation and cytokine production. No significant changes in proliferation were detected after in vitro stimulation of CFSE-labeled splenic CD4^+^ cells for 48 or 72 h (Figure S2a). *Aim2^−/−^* CD4^+^ T cells also showed comparable activation-induced cell death, as evidenced by the similar percentages of late-stage apoptotic cells (Annexin V^+^ and 7-AAD^+^) and total Annexin V^+^ cells after 24 h of TCR stimulation with anti-CD3/CD28 antibodies (Figure S2b,c). We then evaluated the influence of AIM2 on the production of pro- and anti-inflammatory cytokines after TCR stimulation. Of note, CD4^+^ T cells from *Aim2^−/−^* mice secreted normal levels of Th1, Th2 and Th17 key cytokines, such as IFNγ, IL-4 and IL-17A, respectively (Figure 2a). By contrast, these cells produced elevated amounts of IL-10 when compared with CD4^+^ T cells from wild-type (WT) mice (Figure 2a). In addition, TCR activation with lower concentrations (0.5, 1 and 2 μg/mL) of anti-CD3 antibody (in the presence of a fixed concentration of soluble anti-CD28) also showed increased IL-10 production by *Aim2^−/−^* T cells, while no differences were detected in IL-2 or IFNγ production (Figure S3). Since IL-10 plays an important role in the immune-suppressive functions of Treg cells, we asked whether AIM2 might be involved in Treg cell differentiation. We first analyzed the mRNA expression of the main transcription factors involved in CD4^+^ T cell differentiation. Notably, expression of *Foxp3*, a key transcription factor for Treg differentiation and function, was upregulated in *Aim2^−/−^* T cells after 24 h of TCR stimulation (Figure 2b). Moreover, the canonical Th2 transcription factor GATA binding protein 3 (*Gata3*), which also supports Treg function [24,25], was also upregulated in *Aim2^−/−^* T cells. By contrast, the expression of *Tbx21* (T-bet) and *Rorc* (RORγt) mRNA, key transcription factors of Th1 and Th17 cells, remained unaltered (Figure 2b).

To further delineate whether AIM2 is involved in T cell differentiation, particularly in Treg cells, we isolated naïve CD4^+^ T cells (CD4^+^CD44^low^CD62L^high^) from the spleens of WT and *Aim2^−/−^* mice and cultured them under Th1, Th2 Th17 or Treg differentiation conditions. Consistent with the profile of cytokine production by total CD4^+^ cells (Figure 2a), we did not find significant differences in the generation of IFNγ^+^, IL-4^+^ or IL-17A^+^ cells (Figure S4a–c), indicating that AIM2 does not participate in the differentiation of these Th cell subsets in vitro. When cultured under Treg differentiation conditions, no differences were observed between WT and *Aim2^−/−^* T cells at day 3 of culture (Figure 2c,d), since almost all cells stained positive for FOXP3. However, *Aim2^−/−^* T cells retained higher expression levels of FOXP3 after 5 days of culture in these conditions (Figure 2c,d). We next examined whether AIM2 also affects the suppressive capacity of these cells. However, an in vitro suppression assay showed that *Aim2^−/−^* and WT Treg cells were equally effective at reducing the proliferation of naïve T cells at all ratios tested (Figure 2e,f), suggesting that AIM2 does not modify the suppressive ability of Treg cells in vitro. Last, higher levels of AIM2 mRNA expression have been detected in freshly isolated Treg cells in comparison with bulk CD4^+^ T cells [22], but protein expression in these and other specific Th subsets has not been investigated. We, therefore, analyzed AIM2 protein expression by flow cytometry in Th1, Th2, Th17 and Treg cells generated in vitro. Intriguingly, similar expression levels were detected in all culture conditions (Figure S5a,b), suggesting that AIM2 expression is similarly retained in Th and Treg cells. Collectively, these data suggest that AIM2 might affect the ability to maintain FOXP3 expression and regulate Treg stability without modifying their suppressive capacity.

### 2.3. RNAseq and GSEA Analysis Reveals Different Metabolic Gene Signatures in Aim2^−/−^ T Cells

To identify possible mechanisms whereby the absence of AIM2 might favor FOXP3 stability, we analyzed the cellular transcriptome from naïve CD4^+^ T cells and from CD4^+^ T cells undergoing Treg differentiation in vitro (2 days after stimulation and culture in Treg conditions) by RNA sequencing (RNAseq) and gene set enrichment analysis (GSEA). 

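RNA was sequenced from naïve CD4+ T cells (Tn) of WT and Aim2−/− mice, and from CD4+ T cells of both genotypes after 2 days (48 h) of culture in Treg conditions (Treg). Each of the 4 groups had 4 libraries, numbered 1 to 4, which makes 16 libraries. The authors mapped the reads to GRCm38 and deposited the expected count that RSEM assigned to each of 53090 genes in each library, without normalization. An expected count is not a whole number where a read is shared between genes, and 9160 genes had such a value in at least 1 library. The counts per library ranged from 22516424 to 29784858 in WT Tn (median 27095811), from 27033775 to 30811867 in Aim2−/− Tn (median 28801764), from 27060253 to 34533316 in WT Treg (median 31029562) and from 26440073 to 29907042 in Aim2−/− Treg (median 28034268). At this depth the smallest signal taken as measurable, 3 counts, stood for 0.087 to 0.133 CPM (counts relative to the library total), a floor that covers counting error only. The expected counts were rounded to whole numbers and normalized by edgeR's TMM method. Genotypes were compared within each cell state by edgeR's two-sided quasi-likelihood test, over the genes with at least 10 counts in at least 4 of the 8 libraries. Coordinates are those of GENCODE M21 on GRCm38, in which 98.7% of the genes have an entry.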

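For GSEA, the genes tested in each state were ranked by the moderated t statistic of limma-voom for Aim2−/− against WT. The normalized enrichment score (NES) of each gene set was computed by fgsea with 10000 permutations of the genes, and p-values were adjusted by the Benjamini-Hochberg method over 10 tests, for 5 sets in 2 cell states, of which 4 sets are reported here. Because genes were permuted, each p describes these libraries and not the variation between mice. The sets were lists written out by gene symbol before the data were examined, and no release of a gene set database was used for them. The mitochondrial respirasome list had 78 genes, of which 77 were matched to the deposited genes, and the oxidative phosphorylation (OXPHOS) list had 98, of which 97 were matched. All 72 genes of the glycolysis list and 42 of the Treg signature in Figure 3d were matched. As a test with libraries as the replicates, a set score was taken for each library as the mean, over the tested genes of a set, of log2 CPM centred on each gene's mean over the 8 libraries of its state. Set scores were compared between genotypes by a two-sided exact permutation test over the 70 arrangements of 4 libraries against 4, whose smallest possible p is 0.029.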

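Aim2 (ENSMUSG00000037860.15) lies on chromosome 1 from 173350879 to 173466040. In Tn cells its level in replicates 1 to 4 was 38.1, 37.0, 32.5 and 33.1 CPM in WT and 9.41, 6.81, 6.60 and 7.03 CPM in Aim2−/−. In Treg cells it was 35.7, 40.7, 43.0 and 40.0 CPM in WT and 10.9, 9.89, 8.82 and 7.09 CPM in Aim2−/−, so that every Aim2−/− library lay below every WT library of its state. The log2 fold change of Aim2 was -2.24 in Tn (standard error 0.13, adjusted p = 1.1e-05) and -2.12 in Treg (standard error 0.13, adjusted p = 0.00013), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 13441 genes tested in Tn cells, 31 had an adjusted p under 0.05 in that test, 18 higher and 13 lower in Aim2−/−, and 1389 had an unadjusted p under 0.05. Of the 13221 genes tested in Treg cells, 29 had an adjusted p under 0.05, 17 higher and 12 lower, and 305 had an unadjusted p under 0.05. The 4 libraries of each genotype did not overlap for 943 of the tested genes in Tn (7.02%) and 295 in Treg (2.23%), where chance gives 2.86%. DESeq2 in place of edgeR called 127 genes in Tn and 52 in Treg, and leaving out each library in turn gave from 17 to 28 in Tn and from 10 to 17 in Treg. The deviations of same-numbered libraries of the genotypes from their group means had a mean correlation of 0.16 over the genes in Tn (from 0.03 to 0.35 by number) and 0.30 in Treg (from -0.02 to 0.49), and it was 0.16 and 0.28 over the pairs within replicates 1 and 2 or within replicates 3 and 4, whatever their numbers. With the replicate number as a block, the count was 29 genes in Tn, of which 25 were among the 31, and 41 in Treg, of which 25 were among the 29. The split of the 8 libraries into replicates 1 and 2 against replicates 3 and 4, with both genotypes on each side, gave 392 genes in Tn and 2932 in Treg in the same edgeR test. Within replicates 1 and 2 the genotypes differed in 27 genes in Tn and 25 in Treg, and within replicates 3 and 4 in 493 and 6, and the log2 fold change of Aim2 was -2.22 and -2.28 in Tn and -1.88 and -2.38 in Treg.

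Among the genes called in Tn cells whose genotypes did not overlap, the largest increases were in Ifi204 (log2 fold change of 9.19), Ifi203-ps (at least 77.3-fold), Tmem181b-ps (log2 fold change of 6.47), 5830416I19Rik (at least 31.6-fold) and Ifi211 (log2 fold change of 4.61), with adjusted p between 1.8e-07 and 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest decreases were in Mid1-ps1, 4930532G15Rik, Ifi213, Gm37065 and Rab4a, with log2 fold changes of -6.35, -4.74, -4.72, -4.06 and -3.00 and adjusted p between 1.8e-07 and 0.0043 from the same edgeR test. In Treg cells the largest increases were in Gm16867 (at least 66.1-fold), Ifi203-ps (at least 13.1-fold), Ifi204 (at least 29.3-fold), Fcgr3 (log2 fold change of 3.74) and Mid1 (log2 fold change of 3.69), and the largest decreases, besides Aim2, were in Ifi213 (at least 17.8-fold), Fam20c, Rab4a and Adamts4, the last 3 with log2 fold changes of -4.14, -3.23 and -2.81. Of the 4 fits without 1 library in which each was tested, Adamts4 was not called in 4 (adjusted p from edgeR from 0.10 to 0.16). Fam20c was not called in 3 of 4 (from 0.01 to 0.10) and Gm16867 in 1 of 4 (from 0.011 to 0.079). Over the alternatives tried, the adjusted p of Mid1 reached 0.13. Folds given as at least a value are against a group with no more than 3 counts in any library. The counts of Ifi204, Ifi203-ps, Tmem181b-ps, Ifi211, Mid1-ps1, Ifi213, Gm16867, Fcgr3 and Mid1 were not whole numbers in 9 to 16 of the 16 libraries, so that reads were shared between these genes and others and their values are uncertain. Gm37065 is annotated as an antisense transcript, and the paper's text does not name the strand used in counting. Within 10 Mb of Aim2, and leaving Aim2 out, 9 of the 148 genes tested in Tn cells were called (6.08%) against 0.158% of the genes farther away (Fisher's exact test, two-sided, p = 2.2e-11), and 10 of 143 in Treg cells (6.99%) against 0.138% (Fisher's exact test, p = 1.8e-13). The 5 of them with the smallest p were Ifi213, Ifi203-ps, Ifi204, Ifi206 and Ifi211 in Tn and Ifi204, Ifi213, Fcgr3, Ifi203-ps and Ppox in Treg. Ifi206 had a log2 fold change of -2.86 in Tn (standard error 0.16, adjusted p = 6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Ppox of -0.78 in Treg (standard error 0.10, adjusted p = 0.014 from the same edgeR test), and reads of both were shared in 15 or more libraries. Ppox was no longer called in 7 of the 8 fits that each left out 1 library (adjusted p from 0.0093 to 0.099 in that edgeR test).

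**Figure D1:**
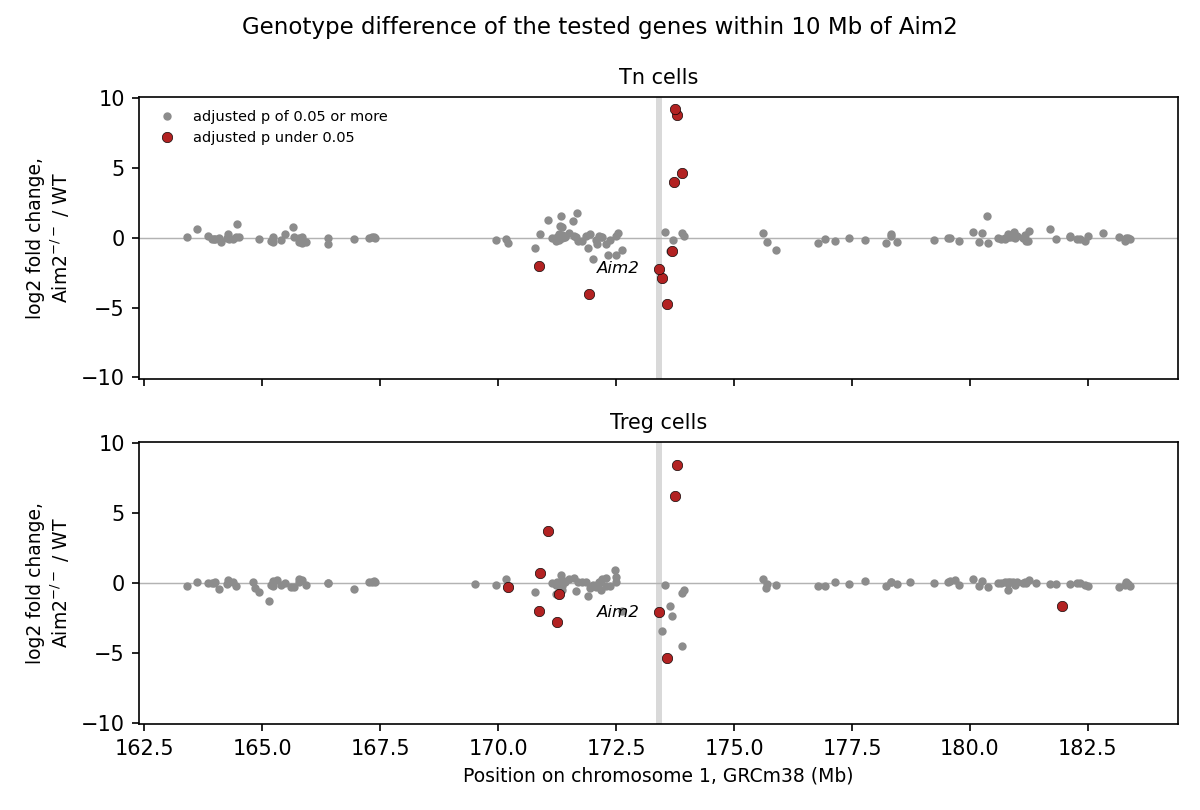
Map of the tested genes within 10 Mb of Aim2 on chromosome 1 of GRCm38, with the gene's midpoint in Mb on the x axis and the log2 fold change of Aim2−/− over WT from edgeR on the y axis, for Tn cells (top) and Treg cells (bottom). Red points are genes with an adjusted p under 0.05, which besides Aim2 are 9 genes in Tn and 10 in Treg, the grey band is Aim2, and the log2 fold changes of Ifi203-ps in both states, of Ifi207 in Tn cells, and of Ifi204 and Ifi213 in Treg cells, are against a group with no more than 3 counts in any library.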

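The difference between the genotype effects in Treg and Tn cells was tested by an interaction term in edgeR over all 16 libraries. Of 14669 genes, 3 had an adjusted p under 0.05 in this quasi-likelihood test with Benjamini-Hochberg adjustment, and 512 had an unadjusted p under 0.05. Of the genes called for genotype, 15 were called in both states. For scale, the comparison of WT Treg with WT Tn cells called 10516 of 13675 genes in the same edgeR test, 5154 higher and 5362 lower after culture. The largest increases with culture were in Acsl6 (at least 225-fold), Nupr1 (at least 209-fold), Il9 (at least 115-fold), Scd1 (at least 829-fold) and Tmeff1 (no count in Tn and 14.3 CPM in Treg). The largest decreases were in Acoxl (at least 57.3-fold), Ramp3 (log2 fold change of -9.64), 4930486L24Rik (at least 29.4-fold), Gm11662 (at least 25.8-fold) and Gm18407 (at least 24.1-fold). The adjusted p of these 10 genes was between 6.4e-07 and 0.00019 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.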

Among the most enriched gene sets, we found that AIM2 deficiency led to enhanced gene signatures associated with oxidative phosphorylation and mitochondrial respiration (Figure 3a), both of which are known to promote Treg differentiation and function [26,27,28,29,30]. 

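In Tn cells, the mitochondrial respirasome set had an NES of 2.75 over its 72 tested genes, and the OXPHOS set an NES of 2.85 over its 92. The adjusted p of both was 0.00042 by fgsea with Benjamini-Hochberg adjustment, from the smallest p that its 10000 permutations could give. The change was spread over many genes: 68 of the 72 respirasome genes and 86 of the 92 OXPHOS genes were higher in Aim2−/−, with a median log2 fold change of 0.21 and 0.20. No gene of either list had an adjusted p under 0.05 in edgeR's quasi-likelihood test, with the Benjamini-Hochberg adjustment taken over all genes (smallest 0.39) or over each list alone (smallest 0.19 and 0.23), and 16 and 17 had an unadjusted p under 0.05. The genes with the smallest p were Cox7c, Ndufa1, Ndufa2 and Atp5k. Cox7c (ENSMUSG00000017778.14, chromosome 13 from 86044816 to 86046904), whose counts were not whole numbers in 15 libraries, was at 64.6 ± 1.67 CPM in WT and 80.2 ± 10.2 CPM in Aim2−/− (SD, n = 4 each), a log2 fold change of 0.31 (standard error 0.10, adjusted p = 0.39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndufa1 (chromosome X from 37187588 to 37191163), Ndufa2 (chromosome 18 from 36742332 to 36744557) and Atp5k (chromosome 5 from 108433244 to 108434448) had log2 fold changes of 0.31, 0.28 and 0.33, with standard errors of 0.10, 0.10 and 0.11. With each library left out in turn, the NES stayed between 2.37 and 3.08 for the respirasome and between 2.38 and 3.14 for OXPHOS. With the replicate number as a block, for which the correlation of same-numbered Tn libraries was 0.16, the NES was 2.79 and 2.84. Within replicates 1 and 2 it was 1.91 and 1.62, and within replicates 3 and 4 it was 2.67 and 2.83. Ranking by log2 fold change in place of the moderated t gave 2.09 and 2.08. A correction for GC content and gene length gave 2.17 and 2.20. The respirasome score was higher in Aim2−/− by 0.202 on the log2 scale, and every Aim2−/− library was above every WT library (exact permutation test, p = 0.029, adjusted over 10 tests 0.095). The OXPHOS score was higher by 0.189, and 3 of the 4 Aim2−/− libraries were above all WT libraries (exact permutation test, p = 0.057, adjusted 0.14). Each of these scores was higher in Aim2−/− in 4 of the 4 same-numbered pairs. After the GC and length correction the score differences were 0.10 and 0.094, within the spread between libraries (exact permutation test, p = 0.23 for each). Among 626 Reactome sets tested the same way, "Respiratory electron transport" (75 genes) ranked number 2 from the top, with an NES of 2.71 and an adjusted p of 0.0025 by fgsea, and 129 sets had an adjusted p under 0.05, 88 of them higher in Aim2−/−.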

Notably, these gene sets were enriched in both *Aim2^−/−^* naïve T cells and *Aim2^−/−^* T cells stimulated under Treg-polarizing conditions (Figure 3a). 

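In Treg cells, the NES was 2.57 for the respirasome over 73 genes and 2.78 for OXPHOS over 93 genes, each with an adjusted p of 0.00042 by fgsea. The shift per gene was smaller than in Tn cells, with a median log2 fold change of 0.06 for either set and 66 of 73 and 85 of 93 genes higher in Aim2−/−. No gene of either list passed an adjusted or an unadjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cox5b, Ndufv1 and Ndufb8 had the smallest p, with log2 fold changes of 0.12, 0.09 and 0.10. Cox5b (chromosome 1 from 36691449 to 36693681) and Ndufb8 (chromosome 19 from 44548572 to 44555440) shared reads with other genes in 13 and 11 libraries. Ndufv1 (chromosome 19 from 4007384 to 4012806) was at 109 ± 1.10 CPM in WT and 116 ± 1.16 CPM in Aim2−/− (SD, n = 4 each), a log2 fold change of 0.09 (standard error 0.04, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 8 fits that each left out one library gave from 2.24 to 2.62 for the respirasome and from 2.38 to 2.85 for OXPHOS. With the replicate number as a block the NES was 2.52 and 2.75, with a correlation of same-numbered Treg libraries of 0.30. Replicates 1 and 2 alone gave 1.66 and 1.96, and replicates 3 and 4 gave 2.27 and 2.37. The score of each set was higher in every Aim2−/− library than in every WT library, by 0.076 for the respirasome and 0.080 for OXPHOS (exact permutation test, p = 0.029 for each, adjusted over 10 tests 0.095), and in 4 of the 4 same-numbered pairs. After the GC and length correction the NES was 1.86 and 2.13, and the score differences were 0.057 and 0.063 (exact permutation test, p = 0.20 and 0.11). Sets of other short and abundant transcripts moved the same way: the NES of the cytosolic ribosomal proteins was 3.35 in Treg and 2.50 in Tn cells, and that of the mitochondrial ribosomal proteins 2.73 and 2.53. After the GC and length correction these were 2.73 and 1.35 for the cytosolic and 2.32 and 2.13 for the mitochondrial ribosomal proteins. Among 639 Reactome sets in Treg cells, "Respiratory electron transport" ranked number 35, with an NES of 2.59 and an adjusted p of 0.0016 by fgsea, below sets of translation. Of these sets, 134 had an adjusted p under 0.05, 130 of them higher in Aim2−/−. The difference between the 2 states in the score change was -0.126 for the respirasome and -0.109 for OXPHOS, and neither was larger than the spread between libraries (exact permutation test within genotype contrasts over 4900 arrangements without pairing, p = 0.14 and 0.21). By replicate number, the difference between genotypes was smaller in Treg than in Tn cells in 4 of 4 for the respirasome and 3 of 4 for OXPHOS.

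**Figure D2:**
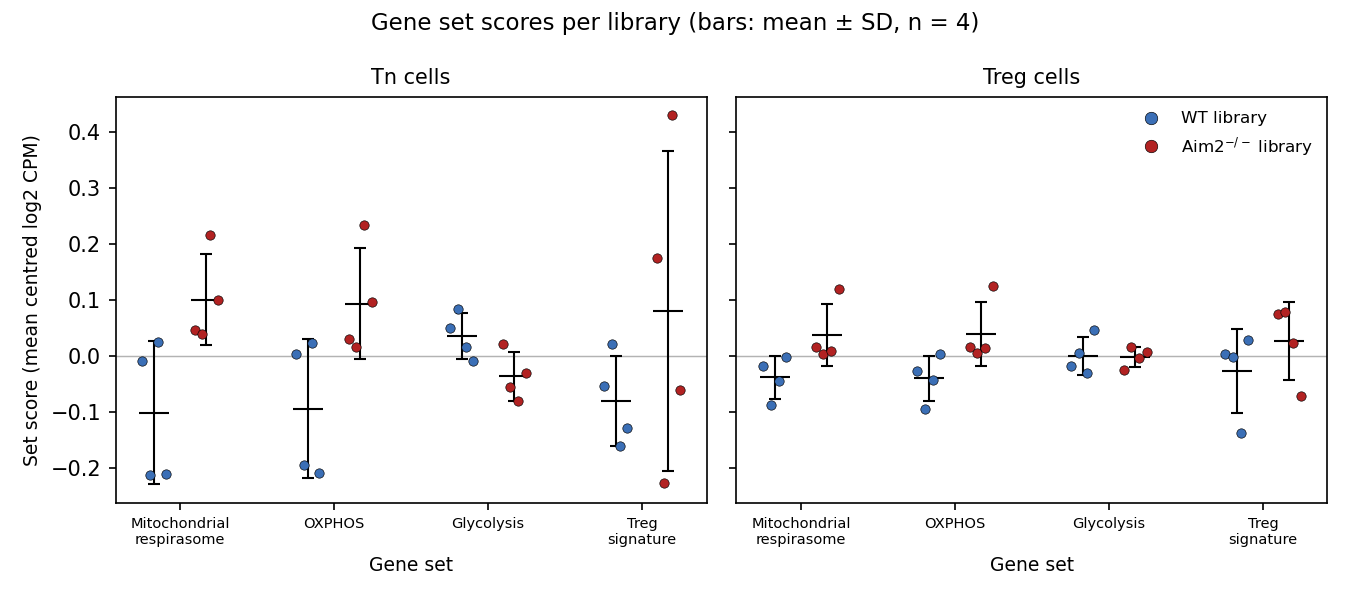
Set score of each library (y axis, mean over the genes of a set of log2 CPM centred on each gene's mean) by gene set (x axis) in Tn cells (left) and Treg cells (right), for WT in blue and Aim2−/− in red. Each point is 1 library, the bars are the mean and SD of n = 4, and the respirasome points of the genotypes do not overlap in either state, while the Treg signature points do.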

On the other hand, the gene signature associated with glycolysis, which negatively affects Treg cell function [26,29,31], was significantly downregulated in *Aim2^−/−^* naïve T cells (Figure 3b). 

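The glycolysis set had an NES of -1.86 in Tn cells over 64 tested genes (adjusted p = 0.002 by fgsea with Benjamini-Hochberg adjustment). Of these genes, 38 were lower and 26 higher in Aim2−/−, with a median log2 fold change of -0.06. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test, over all genes (smallest 0.38) or over the list alone (smallest 0.17), and 13 had an unadjusted p under 0.05. The smallest p were those of Nup160, Ppp2r1b and Eno3. Nup160 (ENSMUSG00000051329.13, chromosome 2 from 90677215 to 90736328), a nucleoporin, was at 48.0 ± 1.26 CPM in WT and 39.7 ± 3.12 CPM in Aim2−/− (SD, n = 4 each), a log2 fold change of -0.27 (standard error 0.08, adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ppp2r1b (chromosome 9 from 50845301 to 50894229), a phosphatase subunit whose reads were shared with other genes in all 16 libraries, had a log2 fold change of -0.25. Eno3 (chromosome 11 from 70657202 to 70662513), an enolase, was higher in Aim2−/−, with a log2 fold change of 0.34. Across the fits that each left out one library, the NES ranged from -2.04 to -1.75. The fit with the replicate number as a block gave -1.91, where same-numbered Tn libraries correlated at 0.16. It was -1.64 within replicates 1 and 2 and -1.48 within replicates 3 and 4, and -1.93 after the GC and length correction. The list holds enzymes, nucleoporins and regulators. Its 28 tested glycolytic enzymes alone had an NES of -1.44 and its 29 nucleoporins alone an NES of -1.75, while the Reactome glycolysis set had an NES of -1.40. The adjusted p was 0.081 for the enzymes and 0.092 for the Reactome set by fgsea, and over the alternatives of this NES it ranged from 0.00035 to 0.092. The glycolysis score was lower in Aim2−/−, with a difference of -0.072 on the log2 scale and 3 of the 4 Aim2−/− libraries below all WT libraries (exact permutation test, p = 0.086, adjusted over 10 tests 0.17), and it was higher in Aim2−/− in 0 of the 4 same-numbered pairs.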

Additionally, lack of AIM2 during Treg differentiation led to the enrichment of a gene set associated with the activity of phosphatase and tensin homolog (PTEN) (Figure 3c), which is also important for maintaining Treg function and stability [32,33].

Although Treg cells are phenotypically and functionally heterogenous, a small Treg signature gene set has been identified by single-cell RNAseq (sc-RNAseq) [21,34]. This Treg signature includes genes such as *Il2ra*, *Il2rb*, *Ctla4*, *Ikzf2*, *Nrp1*, *Capg*, *Pdcd1*, *Ebi3*, *Itgae*, *Klrg1*, *Gzmb*, and *Penk*, as well as members of the TNFR superfamily such as *Tnfrsf4* and *Tnfrsf9* [21,34]. 

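Of these 14 genes, 13 were tested in the comparison of WT Treg with WT Tn cells, and Klrg1 had too few counts to be tested. With 2 days of culture in Treg conditions, 10 of the 13 were higher with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none was lower. Of the 42 genes in Figure 3d, 39 were tested, and 24 were called higher and 8 lower in that edgeR test. Il2ra (ENSMUSG00000026770.5, chromosome 2 from 11642807 to 11693193) went from 3.52 ± 0.806 CPM in Tn to 1447 ± 57.9 CPM in Treg (SD, n = 4 each), a log2 fold change of 8.68 (standard error 0.17, adjusted p = 5.1e-10 from edgeR's quasi-likelihood test). The log2 fold changes of the others called were 6.18 for Nrp1, 5.52 for Pdcd1, 4.88 for Ebi3, 4.60 for Capg, 4.08 for Itgae, 3.97 for Tnfrsf4, 3.43 for Il2rb, 2.93 for Tnfrsf9 and 1.13 for Ikzf2. Ikzf2 had an adjusted p of 0.043 in that edgeR test, its Tn and Treg libraries overlapped, and over the alternatives tried its adjusted p ranged from 0.011 to 0.12. Ctla4, Gzmb and Penk had log2 fold changes of 0.59, 1.75 and 0.49 and were not called (adjusted p = 0.36, 0.12 and 0.33 from the same edgeR test, and over the alternatives from 0.11 to 0.59, from 0.041 to 0.85 and from 0.065 to 0.65). In WT replicates 1 to 4, Ctla4 was at 80.0, 80.1, 12.9 and 17.6 CPM in Tn and at 77.2, 83.9, 72.8 and 57.5 CPM in Treg cells. It thus rose clearly after culture in replicates 3 and 4 and changed little in replicates 1 and 2, and this fit had no term for the replicates. These CPM of Ctla4 were normalized separately in each state. Foxp3 (ENSMUSG00000039521.12, chromosome X from 7573644 to 7595245), whose reads were shared with other genes in all 16 libraries, went from 2.79 ± 0.980 CPM to 476 ± 137 CPM (SD, n = 4 each), with a log2 fold change of 7.41 (standard error 0.35, adjusted p = 8.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).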

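In Tn cells, 38 of the 42 genes of the Treg signature in Figure 3d were tested between genotypes, of which 27 were higher and 11 lower in Aim2−/−. Their log2 fold changes ran from -0.41 for Serpina3f to 0.83 for S100a4, with a median of 0.09. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes (smallest 0.35) or over the list alone (smallest 0.14), and 5 had an unadjusted p under 0.05. Izumo1r (ENSMUSG00000031933.17, chromosome 9 from 14885814 to 14903949), which had the smallest p, was at 77.8 ± 1.68 CPM in WT and 113 ± 28.8 CPM in Aim2−/− (SD, n = 4 each), a log2 fold change of 0.53 (standard error 0.15, adjusted p = 0.35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gbp5 and Bmyc followed, with log2 fold changes of 0.34 and 0.45, and reads of Bmyc were shared with other genes in 14 libraries. Of the 14 genes listed by name, 11 were tested, 9 were higher and 2 lower, and their log2 fold changes ran from -0.22 for Il2rb to 0.61 for Ctla4. The NES of the signature was 1.49, with an adjusted p of 0.052 by fgsea with Benjamini-Hochberg adjustment, and over the alternatives tried the adjusted p ranged from 0.00064 to 0.70. With the replicate number as a block, at a correlation of 0.16 between same-numbered Tn libraries, the NES was 1.64 with an adjusted p of 0.018 by fgsea, on the other side of 0.05. Within replicates 1 and 2 the NES was 0.93 and within replicates 3 and 4 it was 1.94, and leaving out each library in turn gave from 1.14 to 2.05. The set score was higher in Aim2−/− by 0.16 in mean, with an SD between libraries of 0.286 in Aim2−/− and 0.081 in WT (exact permutation test, p = 0.37, adjusted over 10 tests 0.41). The score difference was -0.01 within replicates 1 and 2 and 0.329 within replicates 3 and 4, so its direction did not hold within both. Leaving out each library in turn gave score differences from 0.044 to 0.25, the smallest without Aim2−/− Tn replicate 3.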

Separate analysis of this gene set displayed no obvious differences between naïve T cells from WT and *Aim2^−/−^* mice, as shown in the heatmap (Figure 3d), although a small increase in the expression of these genes was suggested by the GSEA analysis (Figure 3e). More importantly, no difference was observed in T cells stimulated under Treg conditions (Figure 3d,e), indicating that AIM2 deficiency does not significantly affect the expression of this Treg-associated gene signature. 

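In Treg cells, 39 of the 42 signature genes were tested, of which 20 were higher and 19 lower in Aim2−/−. Their log2 fold changes lay between -0.81 (S100a6) and 1.06 (Serpina3f), with a median of 0.01. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes (smallest 0.79) or over the list alone (smallest 0.15), and 2 had an unadjusted p under 0.05. Gpr83 (ENSMUSG00000031932.14, chromosome 9 from 14860210 to 14870789) had the smallest p and was at 61.2 ± 3.56 CPM in WT and 51.8 ± 2.52 CPM in Aim2−/− (SD, n = 4 each), a log2 fold change of -0.24 (standard error 0.06, adjusted p = 0.79 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Penk and Id3 followed, with log2 fold changes of 0.89 and -0.39. Of the 14 genes listed by name, 13 were tested, and 5 were higher and 8 lower, from -0.28 for Nrp1 to 0.89 for Penk. Foxp3, whose reads were shared with other genes in all 16 libraries, was at 476 ± 136 CPM in WT and 424 ± 138 CPM in Aim2−/− (SD, n = 4 each), a log2 fold change of -0.17 (standard error 0.28, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The NES of the signature was 0.96, with an adjusted p of 0.56 by fgsea with Benjamini-Hochberg adjustment, and from 0.025 to 0.70 over the alternatives tried. Its direction changed with the replicate number as a block, where same-numbered Treg libraries correlated at 0.30 and the NES was -1.15. It also differed between replicates 1 and 2, with an NES of 1.55, and replicates 3 and 4, with an NES of -1.09, so that the direction of the NES did not hold within both. The fits without each library in turn gave from -1.06 to 1.61, and the highest, without WT Treg replicate 4, had the adjusted p of 0.025. The set score differed by 0.054, within the spread between libraries (exact permutation test, p = 0.37, adjusted over 10 tests 0.41), and unlike the NES it was higher in Aim2−/− within replicates 1 and 2 (0.077) and within replicates 3 and 4 (0.031), and in 3 of the 4 same-numbered pairs.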

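The difference between the states in the genotype effect was not larger than the spread between libraries for the glycolysis score (0.07, exact permutation test, p = 0.061) or the Treg signature score (-0.106, p = 0.52). From the enrichment of the OXPHOS and respirasome sets, the lower glycolysis signature in naïve T cells and the absence of a difference in the Treg signature, the paper proposes that AIM2 acts on the stability of Treg cells by way of T cell metabolism rather than by way of the signature genes.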

Together, these data suggest that AIM2 might affect Treg stability not by controlling the expression of Treg signature genes, but through the regulation of the T cell metabolic program.

### 2.4. Aim2^−/−^ Naïve T Cells Show Enhanced Differentiation into FOXP3^+^ Cells after Adoptive Transfer

To determine whether AIM2 could also affect the differentiation or inflammatory potential of naïve T cells in vivo, we employed a well-known adoptive transfer model of colitis [35,36]. We transferred naïve CD4^+^ T cells (CD4^+^CD45RB^high^CD25^−^) from WT or *Aim2^−/−^* donor mice to *Rag1^−/−^* recipients, which lack mature T and B cells, and evaluated the abundance of Treg cells and colitis development after a follow-up period of 15 weeks. Moreover, to evaluate possible differences in the immunosuppressive function of *Aim2^−/−^* Treg cells in vivo, we also cotransferred Treg cells (CD4^+^CD45RB^low^CD25^+^) from WT or *Aim2^−/−^* mice along with the naïve CD4^+^ subset from WT mice. Both types of Treg cells, either from WT or *Aim2^−/−^* mice, were equally efficient at inhibiting the development of colitis in the *Rag1^−/−^* recipients, as shown by body weight data (Figure 4a) and gross examination of the colons (Figure S6). However, when naïve CD4^+^ cells were transferred alone, naïve cells from *Aim2^−/−^* mice induced less body weight loss than those from WT mice (Figure 4b). In addition, gross examination of the colons revealed less severe shortening and bowel wall thickening in *Rag1^-/-^* mice transferred with *Aim2^−/−^* naïve T cells (Figure 4c and Figure S6). Histopathological analysis of the colons also revealed a moderate reduction in the colitis severity score in mice receiving *Aim2^−/−^* naïve T cells when compared with mice receiving WT naïve T cells, although the difference did not reach the statistical significance threshold (Figure 4d) (*p =* 0.07). We could identify areas of severe intestinal inflammation in 6 out of 14 *Rag1^−/−^* mice receiving *Aim2^−/−^* naïve T cells (42.8%), and in 8 out of 14 *Rag1^−/−^* mice receiving WT naïve T cells (57.1%) (Figure 4e). These areas were characterized by very severe inflammatory infiltrate, epithelial cell hyperplasia, crypt abscesses, transmural infiltration and severe loss of crypt structure. Consistent with the body weight data, very few or no signs of intestinal inflammation were observed in *Rag1^−/−^* mice cotransferred with either WT or *Aim2^−/−^* Treg cells (Figure 4d,e).

To examine whether naïve CD4^+^ T cells from *Aim2^−/−^* mice also show a higher tendency towards Treg differentiation in vivo, we isolated CD4^+^ cells from the spleens of the recipient mice and measured FOXP3 expression by flow cytometry. Importantly, *Rag1^−/−^* mice transferred with *Aim2^−/−^* naïve CD4^+^ T cells showed a higher number of CD4^+^FOXP3^+^ cells in spleen compared with mice transferred with WT naïve T cells (Figure 5a,b), indicating that the absence of AIM2 facilitates the stable conversion of naïve CD4^+^ T cells into Treg cells after adoptive transfer. No significant difference was observed between the cotransfer groups (Figure 5a). In agreement with these data, total CD4^+^ T cells isolated from the spleens of mice transferred with *Aim2^−/−^* naïve CD4^+^ T cells also showed significantly higher IL-10 production after in vitro stimulation with anti-CD3 and anti-CD28 antibodies (Figure 5c). Moreover, some of these cells also produced high amounts of IFNγ and slightly elevated amounts of IL-17A upon stimulation, but these differences were not consistent or statistically significant (Figure 5d). Next, we evaluated the presence of FOXP3^+^ cells in the colons of the recipient mice. Importantly, we observed that a higher number of FOXP3^+^ cells were present in the inflamed areas of the colon of mice receiving *Aim2^−/−^* naïve T cells compared with mice receiving WT naïve T cells (Figure 5e,f), although the difference did not reach the statistical significance threshold (*p =* 0.053). Collectively, these data indicate that the lack of AIM2 facilitates the appearance of CD4^+^FOXP3^+^ cells from naïve CD4^+^ T cells in vivo and ameliorates body weight loss in adoptively transferred *Rag1^−/−^* mice, but is not sufficient to fully prevent intestinal inflammation in this model. 

## 3. Discussion

Over the last decade, numerous studies have documented the importance of AIM2 in inflammation, immune defense against intracellular pathogens and cancer. Most of that research was focused on either innate immune cells or non-immune cells. However, very few studies have addressed the expression and cell-intrinsic function of inflammasome-associated receptors in CD4^+^ T cells. Here, we provide evidence of the role of AIM2 in CD4^+^ T cell differentiation and function. We show that AIM2 is expressed in CD4^+^ T cells and that such expression varies depending on TCR activation. Our data also indicate that AIM2 might be important in iTreg and pTreg biology. In both naïve CD4^+^ T cells and during Treg differentiation, AIM2 deficiency results in a gene expression program that favors oxidative phosphorylation and mitochondrial respiration (Figure S7), which are metabolic traits that enhance Treg stability and function. In addition, lack of AIM2 also promotes the stability of FOXP3^+^ cells in vitro and their differentiation in vivo in a T cell transfer model. In summary, these data suggest that AIM2 could be negatively regulating FOXP3 expression and Treg cell stability. However, the mechanistic details explaining how AIM2 carries out these functions are still unknown.

Previously, ASC deficiency resulted in higher IL-10 production from both total CD4^+^ cells and CD44^high^CD25^+^ cells, although FOXP3 expression remained unchanged in these cells with or without TCR stimulation [11]. These data suggest that ASC may affect cytokine production by already established Treg cells or by FOXP3^−^ T cells, but it also suggests that ASC does not control FOXP3 expression or FOXP3^+^ Treg differentiation. Therefore, since AIM2 strictly requires ASC to recruit caspases and initiate inflammasome assembly, these data already suggest that the effect of AIM2 on FOXP3 expression might be inflammasome-independent. In fact, very recently, Chou et al. also showed that AIM2 has an intrinsic and inflammasome-independent role in Treg cells [22]. In this study, however, AIM2 promoted Treg stability and function by increasing lipid oxidation and attenuating the AKT-mTOR pathway and glycolysis [22]. Although we do not have a clear explanation for these apparently contradictory results, they might be due to the use of genetically different AIM2-deficient mice in both studies. In addition, other methodological differences also exist that may partly explain the divergent results in some experiments, such as the use of a different T cell population as a starting point for in vitro Treg cell subset differentiation and for RNAseq analysis, since we used naïve CD4^+^ T cells whereas Chou et al. used total CD4^+^ cells for these experiments. Higher AIM2 mRNA expression in Treg cells compared to conventional T cells was also reported by Chou et al. [22], while we did not find differences in AIM2 protein expression among Treg, Th1, Th2, and Th17 cells generated in vitro. This disparity may be due to the analysis of different molecules (mRNA vs. protein) or the use of Treg cells from different origins (in-vivo- vs. in-vitro-generated).

In our experiments using the naïve T cell transfer model, *Aim2^−/−^* naïve CD4^+^ T cells differentiated more efficiently into FOXP3^+^ cells in vivo and produced large amounts of IL-10, but they also showed a certain tendency to produce elevated amounts of IFNγ. FOXP3^+^ Treg cells are a dynamic population that exhibit considerable plasticity [37]. Under a heavily Th1-polarized mucosal environment or highly inflammatory conditions, Treg cells can acquire a Th1-like phenotype that includes the expression of T-bet transcription factor and secretion of IFNγ [38,39]. The acquisition of this Th1-like phenotype is usually associated with a loss of Treg suppressor function [40]. During the T cell transfer model, a very severe inflammatory environment develops in the colon as a result of enteric antigen-driven differentiation and expansion of Th1 and Th17 cells [36]. Such environments could skew some of the newly differentiated *Aim2^−/−^* FOXP3^+^ cells into IFNγ-producing Th1-like Tregs, explaining the slight elevation in IFNγ production. This could also partly explain the fact that mice receiving *Aim2^−/−^* naïve T cells show areas of severe intestinal inflammation, despite having a higher number of FOXP3^+^ cells in the spleen and colon. It seems clear that this increase in the FOXP3^+^ population is still not equivalent to the “Treg cotransfer” situation, and is not enough to fully prevent disease development in this highly colitogenic model.

The molecular mechanism whereby AIM2 exerts its function in CD4^+^ T cells remains to be fully elucidated. AIM2 has been shown to physically inhibit the activation of the phosphatidylinositol 3-kinase (PI3K)/AKT signaling pathway independently of the inflammasome [22,41]. The role of the PI3K/AKT pathway in Treg cell differentiation, stability and function is complex and can vary between tTreg and pTreg cells. Some components of the PI3K/AKT pathway, such as forkhead box protein 1 (FOXO1) and the phosphoinositide-dependent kinase 1 (PDK1), appear necessary for tTreg and pTreg development and function, while others, such as AKT or the mechanistic target of rapamycin complex 1 (mTORC1), seem to block it (reviewed in [42]). Recently, AIM2 has been also shown to support extracellular signal-regulated kinase 1/2 (ERK1/2) phosphorylation and activation independently of the inflammasome in non-small cell lung cancer (NSCLC) cells [43]. Of note, ERK1/2 is an important regulator of CD4^+^ T cell development and differentiation that was shown to suppress FOXP3^+^ Treg cell development [44,45,46,47]. Thus, fully uncovering how AIM2 affects the PI3K/AKT or ERK1/2 pathways in CD4^+^ lymphocytes may provide useful information to understand the intricacy of signals that contribute to Treg cell development and function.

A main limitation of our study is the limited amount of human data. The role of AIM2 in human CD4^+^ T cells is still unknown and further studies should be performed in order to confirm that the results obtained in mouse cells can be extrapolated to human cells. In addition, it would be important to investigate whether the T cell-intrinsic function of AIM2 affects autoimmune diseases and other immune-related diseases, including cancer and the anti-tumor immune response. As an example, it would be interesting to see whether genetic variations (methylation status, single nucleotide polymorphisms, etc.) affecting AIM2 gene expression or function are associated with the susceptibility to Treg-associated diseases in humans, such as inflammatory bowel disease.

Altogether, we show that AIM2 function is not confined to innate immune cells but is also important in adaptive CD4^+^ T cells. Our results identify AIM2 as a potential regulator of Treg cell differentiation and as an intervention target for restoring T cell homeostasis.

## 4. Materials and Methods

### 4.1. Antibodies, Primers and Common Reagents

A complete list of common reagents, antibodies and primers is included as Supplementary Table S1.

### 4.2. Mice

Specific pathogen-free (SPF) C57BL/6 mice (wild type; WT) and mice deficient in AIM2 (*Aim2^−/−^*) on the C57BL/6 background were originally purchased from Jackson Laboratories (Stock #013144). Then, all mice were bred under SPF conditions in filter top cages with standard food and water ad libitum at the animal facility of the University Miguel Hernández (UMH). Mice were cohoused after weaning to minimize the effect of potential microbiome differences, and all experiments were performed with sex- and age-matched animals. The Office for Responsible Research of the UMH approved all experimental procedures, assuring that all animals received humane care according to the Spanish and European legislations.

### 4.3. Human Samples

Peripheral blood was obtained from 3 healthy volunteers, two females and 1 male, aged between 25 and 42 years. Written informed consent was obtained from each participant and the protocol was supervised and approved by the Clinical Research Ethics Committee of the Alicante General Hospital (HGUA). Peripheral blood mononuclear cells (PBMCs) were isolated by gradient centrifugation using Biocoll solution (Biochrom, Berlin, Germany). CD4^+^ cells were then isolated from PBMCs by immunomagnetic selection using an EasySep^TM^ Human CD4^+^ T cell isolation kit (StemCell Technologies, Vancouver, BC, Canada).

### 4.4. CD4^+^ T Cell Isolation, Culture, Stimulation and Differentiation 

Complete RPMI 1640 or IMDM medium (Life Technologies, Carlsbad, CA, USA) supplemented with 10% heat-inactivated fetal calf serum, 2 mM L-glutamine, 100 U/mL penicillin and 100 mg/mL streptomycin was used throughout the experiments.

For AIM2 expression experiments, CD3^+^CD4^+^TCRβ^+^ cells were FACS-sorted using a FACSAria III flow cytometer with FACSDiva software (BD Biosciences, San Jose, CA 95131, USA). The purity of the sorted population was higher than 99%.

For CD4^+^ T cell stimulation, cells were isolated from a single-cell suspension of splenocytes or mesenteric lymph node (MLN) cells by immunomagnetic negative selection using the EasySep^TM^ mouse CD4^+^ T cell isolation kit (StemCell Technologies, Vancouver, BC V6A 1B6, Canada). The purity of the enriched population was above 90% in all experiments. After enrichment, cells were cultured in complete RPMI medium and stimulated with 5 μg/mL of plate-bound anti-CD3 and 1 μg/mL of soluble anti-CD28 antibodies. Twenty-four hour culture supernatants were collected for cytokine analysis using Ready-Set-Go ELISA kits (Life Technologies, San Diego, CA 92008, USA).

For T cell differentiation, naïve CD4^+^ T cells (CD44^low^CD62L^high^) were isolated by immunomagnetic selection using EasySep^TM^ mouse CD4^+^ naïve T cell isolation kit (StemCell Technologies, Vancouver, BC, V6A 1B6, Canada). The purity was higher than 93% in all experiments. Cells were then cultured in 48-well plates and stimulated in the presence of Th1, Th17 or Treg polarizing conditions. For Th1 differentiation, recombinant mouse IL-12 (10 ng/mL) and neutralizing anti-IL-4 antibody (10 mg/mL) were added into the culture. After 2 days, recombinant mouse IL-2 (20 U/mL) was added into the Th1 culture. For Th17 differentiation, recombinant mouse IL-6 (20 ng/mL), recombinant human TGFβ (4 ng/mL), anti-IL-4 antibody (10 mg/mL) and anti-IFNγ antibody (10 mg/mL) were added. For Treg cell differentiation, recombinant human TGFβ (10 ng/mL) and recombinant mouse IL-2 (100 U/mL) were added. After 5 days, cells were re-stimulated for intracellular IL-4, IL-17A and IFNγ detection, as detailed below. FOXP3 expression after Treg differentiation was analyzed at days 3 and 5 without re-stimulation.

### 4.5. Treg Suppression Assay

Naïve (CD4^+^CD45RB^high^CD25^−^) T cells and Treg cells (CD4^+^CD45RB^low^CD25^+^) were isolated from a single-cell suspension of splenocytes by immunomagnetic selection and FACS sorting. After sorting, naïve T cells were labeled with the CellTrace Far Red Cell Proliferation Kit (Thermo Fisher Scientific, Waltham, USA) following the manufacturer’s instructions and adjusted to 5 × 10^5^ mL^−1^ in complete RPMI culture media. Unlabeled Treg cells were adjusted to 2.5 × 10^5^ mL^−1^ in complete RPMI culture media. Cells were then co-cultured in a round-bottom 96-well plate at Treg/Tnaïve cell ratios of 1:2, 1:4, 1:8, 1:16 and 1:32. Finally, cells were stimulated using a Dynabeads Mouse T-Activator CD3/CD28 kit (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s instructions in the presence of 10 ng/mL of IL-2. After 72 h, the cells were collected and proliferation of naïve T cells was analyzed according to CellTrace Far Red fluorescence by flow cytometry.

### 4.6. Flow Cytometry Analysis

Flow cytometry data were acquired in a BD FACSCanto^TM^ (BD Biosciences, San Jose, CA 95131, USA) and analyzed with FlowJo software (Tree Star, Ashland, OR 97520, USA). For the measurement of intracellular cytokines, CD4^+^ T cells were stimulated for 5 h with anti-CD3 (5 mg/mL) and anti-CD28 (1 mg/mL) antibodies in the presence of brefeldin A (Life Technologies, San Diego, CA 92008, USA). Surface and intracellular markers were analyzed using antibodies to CD3, CD4, TCRβ, IL-4, IL-17A, IFNγ, AIM2 or FOXP3 (Supplementary Table S1) according to the manufacturer’s instructions. Isotype control antibodies and fluorescence minus one (FMO) controls were used as controls in all experiments. All analyses were performed following the guidelines for the use of flow cytometry and cell sorting in immunology [48].

### 4.7. Isolation of RNA and Quantitative Real-Time PCR

RNA isolation was performed using a RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Then, to avoid unwanted DNA amplification, all samples were pre-treated with a DNA-free DNA removal kit (Thermo Fisher Scientific, Waltham, MA, USA). For gene expression analysis, 10 ng of RNA sample was then used for one-step qPCR using a qScript One-Step RT-qPCR kit (Quantabio, Beverly, MA, USA). GAPDH expression was used as an internal reference in all experiments, and all samples were tested in duplicate. The qRT-PCR primers for each specific target gene were designed based on their reported sequence (Supplementary Table S1). The calculation of mRNA fold induction was performed using the double delta Ct (cycle threshold) method. The average delta Ct of the control group in each experiment was used as the reference value to calculate the double delta Ct for each individual sample in each group.

### 4.8. Immunoblot

For Western blot analysis, cells were lysed in total cell lysis buffer containing 0.15 M NaCl, 10 mM HEPES, 0.1 mM EDTA, 0.1 mM EGTA, 1 mM NaF, 1 mM Na3VO4, 10 mM KCl, 0.5% NP-40 and protease inhibitor cocktail (10% vol/vol). Proteins (20 μg/lane) were then boiled at 95 °C in the presence of LDS sample buffer and 2-mercaptoethanol, subjected to SDS PAGE and then transferred to Immuno-Blot PVDF membranes (Bio-Rad, Hercules, CA, USA). Membranes were blocked for 30 min in 3% BSA and 0.05% Tween 20 in PBS and incubated overnight with the corresponding primary antibodies (Supplementary Table S1). After washing, the membranes were then incubated for 1 h at room temperature with the corresponding anti-mouse or anti-rabbit IgG-HRP secondary antibody. The activity of membrane-bound peroxidase was detected using Supersignal West Femto Chemi and Supersignal West Pico Chemi (Thermo Fisher Scientific, Waltham, MA, USA) and scanned in a ChemiDoc XRS+ (BioRad, Hercules, CA, USA).

### 4.9. Quantification of Cytokine Levels

Enzyme-linked immunosorbent assays (ELISA) for the quantitative measurement of cytokine production were performed using Ready-SET-Go ELISA kits (Thermo Fisher Scientific, San Diego, CA, USA) according to the manufacturer’s instructions. All samples were tested in triplicate. Standard curves were generated for each plate, and the average optical density of the zero standard was subtracted from the rest of the standards and samples to obtain a corrected concentration for all cytokines.

### 4.10. RNAseq Analysis

RNA was extracted from splenic CD4^+^ T cells using a RNeasy Mini Kit (QIAgen, Hilden, Germany) following the manufacturer’s instructions. The quantity and quality of the RNA were evaluated using a Qubit RNA HS Assay Kit (Thermo Fisher Scientific, San Diego, CA, USA) and Agilent RNA 6000 Nano Chips (Agilent Technologies, Santa Clara, CA, USA), respectively. Sequencing libraries were prepared following the TruSeq Stranded mRNA Sample Preparation Guide (Part # 15031047 Rev. E) with the corresponding kit (Illumina Inc. Cat.# RS-122-2101 or RS-122-2102 (set A or B, respectively)), starting from 125 ng of total RNA per sample. Sequencing of the mRNA libraries was performed in a HiSeq2500 (Illumina Inc, San Diego, CA, USA) to obtain at least 30 million 51nt-single-end reads per sample. FASTQ files’ reads were aligned to the genome dat base (Mus_musculus.GRCm38.94.gtf) by STAR software [49], then read counts per gene were calculated. Genes with no counts in any sample were excluded for the analysis, as they were considered to be non-expressed in the studied system. 

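Of the 53090 genes listed for each library, 26157 had no count in any of the 16 libraries.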

The STAR program against Mus musculus genome (GRCm38) was used to map the reads followed by the quantification of genes with the RSEM software [50] using GENCODE m15 reference annotation [51]. After removing genes with an expected value greater than ten, we used the TMM method and limma-voom transformation [52] to normalize the non-biological variability. 

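The expected value in RSEM's output is the expected count of a gene. In the comparisons between genotypes, genes were kept when at least 4 of the 8 libraries had at least 10 counts, which left 13441 genes in Tn and 13221 in Treg cells, and TMM factors were computed on these. Without a filter on low counts, 47 genes in Tn and 37 in Treg had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with at least 10 counts required in every library 18 and 17 had. With limma-voom, 30 genes in Tn and 26 in Treg had an adjusted p under 0.05 after Benjamini-Hochberg adjustment.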

Differential expression between different groups was assessed using moderated t-statistics. Gene Ontology and Reactome canonical pathway enrichment analyses were performed through the GSEA function in the clusterProfiler package (gseGO and gsepathway) using previously computed t-statistic values. Additionally, we evaluated certain selected gene sets (REF). Heatmaps and principal component plots were performed using R statistical software.

### 4.11. Induction of Colitis by Adoptive Transfer of Naïve T Cells

Splenocytes from WT and *Aim2^−/−^* donor mice were enriched for CD4^+^ T cells by negative immunomagnetic isolation, as described above. Cells were then stained with anti-CD4, anti-CD25 and anti-CD45RB antibodies (Supplementary Table S1) and sorted into naïve CD4^+^CD45RB^high^CD25^−^ and regulatory CD4^+^CD45RB^low^CD25^+^ populations (purity > 99%) with a FACSAria III flow cytometer using FACSDiva software (BD Biosciences, San Jose, CA, USA). Seven- to ten-week-old RAG1-deficient mice (*Rag1^−/−^*) were used as recipients. Sex-matched mice were reconstituted with 5 × 10^5^ FACS-sorted CD45RB^high^CD25^−^ naïve T cells from WT or *Aim2^−/−^* mice by intraperitoneal injection. In the cotransfer groups, mice were co-injected with the naïve CD4^+^ T cell population from WT mice plus 2 × 10^5^ CD45RB^low^CD25^+^ Tregs from either WT or *Aim2^−/−^* mice. After reconstitution, mice were monitored for signs of intestinal inflammation such as weight loss and diarrhea. Diseased animals were sacrificed for analysis 15 weeks after transfer.

### 4.12. Histology, Immunohistochemistry and Evaluation of Colitis

The entire colon was excised, opened longitudinally, rolled onto a wooden stick, fixed in 10% buffered formalin and embedded in paraffin wax. Five-micrometer tissue sections were obtained for hematoxylin and eosin (H&E) staining or immunohistochemistry. The histopathological score was calculated as described [36], based on the degree of inflammation in the lamina propria (score 0–4), Globet cell loss (score 0–2), abnormalities in the crypt structure (score 0–2), presence of crypt abscesses (score 0–2) and transmural infiltration (score 0–2). Histological evaluations were performed in a blinded fashion by a certified pathologist (G.P.). The detection of FOXP3 by immunohistochemistry was carried out via deparaffinization and rehydration of the tissue section with xylene and decreasing strengths of alcohols (100%, 96% and 70% ethanol) followed by water. Antigen retrieval was performed by heating in a microwave with a solution of sodium citrate 1 M, pH 6. Blocking of the endogenous peroxidase, the non-specific binding of the antibody and the non-specific endogenous signal from avidin and biotin was performed following standard protocols. For the incubation with the primary antibody, a dilution of 1:100 of anti-FOXP3 monoclonal antibody overnight (FJK-16s, eBioscience, San Diego, CA, USA) was performed, followed by incubation with a 1:200 dilution of the secondary antibody (biotinylated goat anti-Rat IgG from Vector Laboratories, BA-9400). To amplify the signal, the peroxidase Avidin–Biotin Complex kit was used (Vectastain Peroxidase Standard ABC kit, Vector Laboratories) and the signal was detected with diaminobenzidine (DAB) peroxidase substrate kit (Vector Laboratories, Burlingame, CA, USA), followed by dehydration of the tissue and mounting with Eukitt (Panreac, Barcelona, Spain).

### 4.13. Statistical Analysis

The normality of the distribution of quantitative data was determined by D’Agostino–Pearson and Shapiro–Wilk normality tests whenever applicable. In cases of loss of normality, statistical differences between groups were analyzed using the nonparametric Mann–Whitney U test or the Kruskal–Wallis test with Dunn’s multiple comparisons test, and the data are displayed as medians ± interquartile ranges. Variables with normal distribution of sample data were analyzed using unpaired t-test with Welch’s correction or one-way ANOVA with Holm–Sidak multiple comparison test, and the data are displayed as means ± standard deviations. All *p* values were two-tailed and *p* values lower than 0.05 were considered significant. All calculations were performed using GraphPad Prism 6.0.

## Figures and Tables

**Figure 1:**
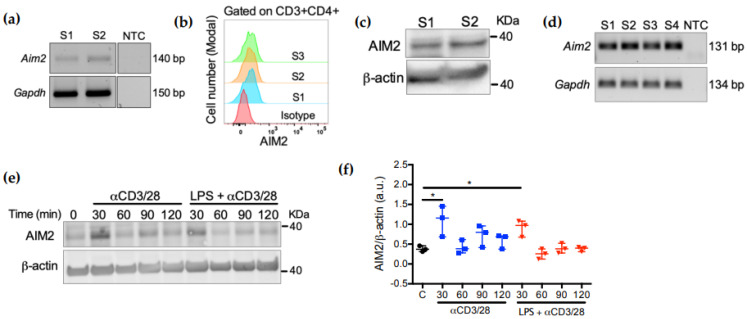
AIM2 expression is controlled by the TCR. (**a**) Total RNA samples from two different subjects (S1 and S2) were subjected to qRT-PCR for the amplification of *Aim2* mRNA and visualized on an agarose gel after 30 cycles. NTCs were run on the same gel but were not contiguous. (**b**) Flow cytometry analysis of AIM2 expression in CD3^+^CD4^+^ T cells from peripheral blood mononuclear cells (PBMCs) of three different subjects (S1–S3). (**c**) Western blot analysis of AIM2 expression in CD4^+^ cells purified from PBMCs of two different subjects (S1–S2). (**d**) Total RNA samples from four different mouse CD4^+^ T cell samples (S1–S4) were subjected to qRT-PCR for the amplification of *Aim2* mRNA and visualized on an agarose gel after 30 cycles. (**e**) Western blot analysis of AIM2 expression in mouse spleen CD4^+^ T cells. CD4^+^ T cells were stimulated with anti-CD3 and anti-CD28 (αCD3/28) antibodies with or without LPS pre-stimulation (2 h) and total protein extracts were collected at the indicated timepoints. Anti-mouse AIM2 and anti-mouse β-actin primary antibodies were used after immunoblot for detection of AIM2 expression and loading control, respectively. (**f**) Quantification of blot images performed using ImageJ software (au; arbitrary units). Data were analyzed using Sidak’s multiple comparison test and are displayed as scatter plot with median ± range; * *p* < 0.05. Data are representative of three different experiments with similar results. NTC = non-template control.

**Figure 2:**
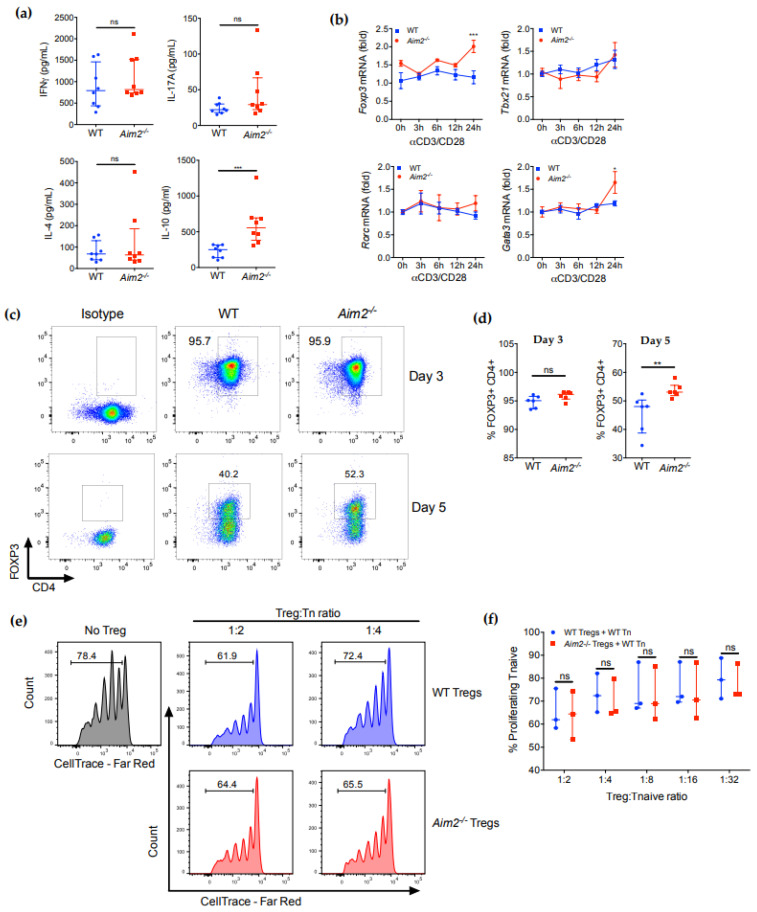
Lack of AIM2 promotes FOXP3 expression in vitro but does not affect the suppressive ability of Treg cells. (**a**) Cytokine levels in culture supernatants of splenic CD4^+^ T cells from WT or *Aim2^−/−^* mice stimulated with anti-CD3/CD28 antibodies for 24 h. (**b**) RT-qPCR analysis of *Foxp3*, *Tbx21*, *Gata3* and *Rorc* mRNA expression in splenic CD4^+^ T cells isolated from WT or *Aim2^−/−^* mice (*n* = 4/group) and stimulated with anti-CD3/CD28 (αCD3/28) antibodies for the indicated timepoints. (**c**) Flow cytometry analysis of FOXP3 expression in naïve CD4^+^ T cells from WT or *Aim2^−/−^* mice cultured under Treg polarizing conditions for 3 or 5 days. Data are representative of two experiments with a total of *n* = 6/group. (**d**) Quantification of FOXP3^+^ cells from the flow cytometry analysis shown in (**c**). (**e**) Flow cytometry of the proliferation of naïve T cells (Tn) in the absence of Treg cells (No Treg) or in the presence of Treg cells at different ratios. (**f**) Quantification of proliferating T cells from the flow cytometry analysis shown in (**e**). Note: * *p* < 0.05, ** p < 0.01, *** p < 0.001. The data were analyzed using the Mann-Whitney U test (**a**,**d**) or two-way ANOVA with Sidak’s multiple comparison test (**b**,**f**) and are displayed as mean ± standard deviation (**b**) or as median ± interquartile range (**a**,**d**,**f**).

**Figure 3:**
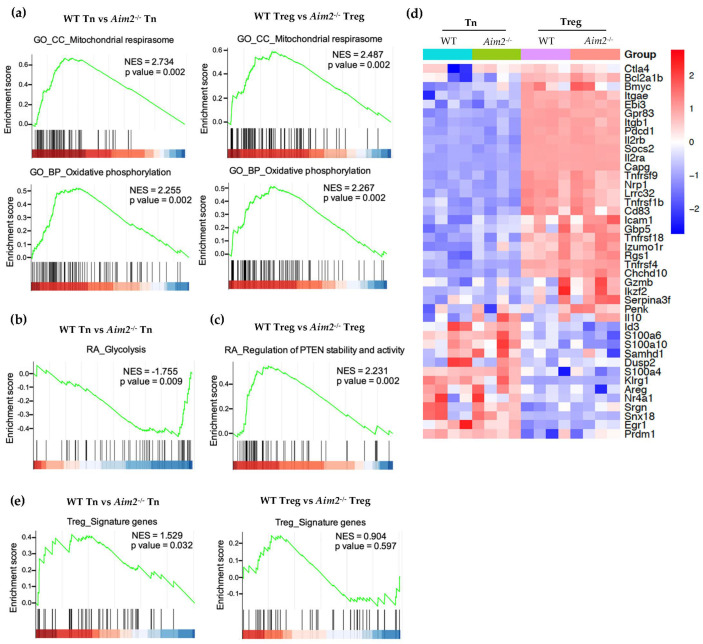
RNAseq analysis in naïve T cells and during Treg polarization conditions. (**a**–**c**) Gene set enrichment analysis (GSEA) of CD4^+^ naïve T cells (Tn) from WT and *Aim2^−/−^* and from WT and *Aim2^−/−^* T cells stimulated under Treg polarizing conditions (Treg) for 2 days (*n* = 4/group). GO = gene ontology database; CC = cellular component; BP = biological process; NES = normalized enrichment score; RA = reactome database. (**d**) Heatmap showing the expression of Treg-associated genes in Tn and Treg from WT and *Aim2^−/−^* mice (*n* = 4/group). Color coded values represent log2 values of the normalized counts, mean-centered for each gene. (**e**) GSEA analysis of Treg-associated genes in Tn (left) and Treg (right) cells from WT and *Aim2^−/−^* mice (*n* = 4/group).

**Figure 4:**
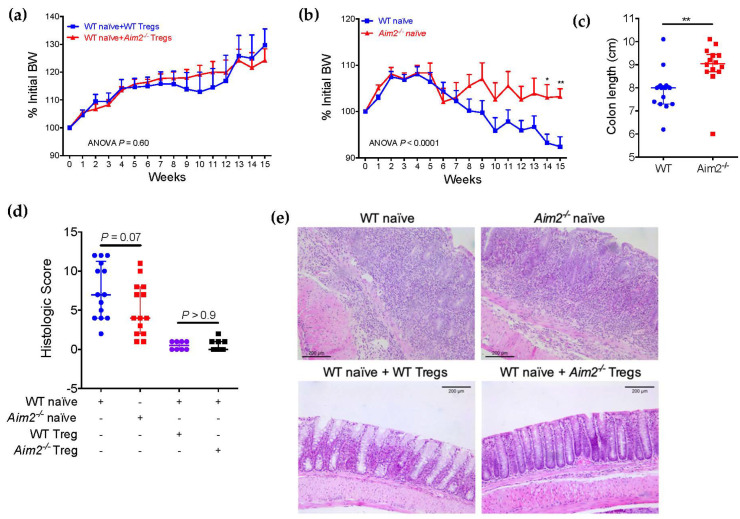
*Aim2^−/−^* naïve T cells induce less body weight loss in the adoptive transfer model. *Rag1^−/−^* recipient mice were transferred with FACS-sorted naïve CD4^+^ T cells (CD4^+^CD45RB^high^CD25^−^) from WT (*n* = 14) or *Aim2^−/−^* (*n* = 14) mice. Cotransfer groups received WT naïve T cells plus CD4^+^CD45RB^low^CD25^+^ regulatory T (Treg) cells from either WT (*n* = 8) or *Aim2^−/−^* (*n* = 10) mice. Mice were then monitored for colitis induction and sacrificed 15 weeks after transfer. (**a**,**b**) Percentages of initial body weight (BW) in the cotransfer groups (**a**) or in the *Rag1^−/−^* mice transferred only with naïve T cells from WT or *Aim2^−/−^* donors (**b**). (**c**) Measurement of colon length in mice transferred with naïve T cells from WT or *Aim2^−/−^* donors. (**d**) Quantification of the histopathologic score of colitis in each group of mice. (**e**) Hematoxylin and eosin staining of colons from each group of recipient mice (original magnification, ×10). Scale bars represent 200 μm. (**a**,**b**) Data are from one experiment representative of two independent experiments. (**c**,**d**) Pooled data from two independent experiments. Note: * *p* < 0.05, ** *p* < 0.01. Data were analyzed using a two-way ANOVA with Holm–Sidak multiple comparison test and are displayed as mean ± standard deviation (**a**,**b**), or using a Mann-Whitney U test and displayed as median ± interquartile range (**c**,**d**).

**Figure 5:**
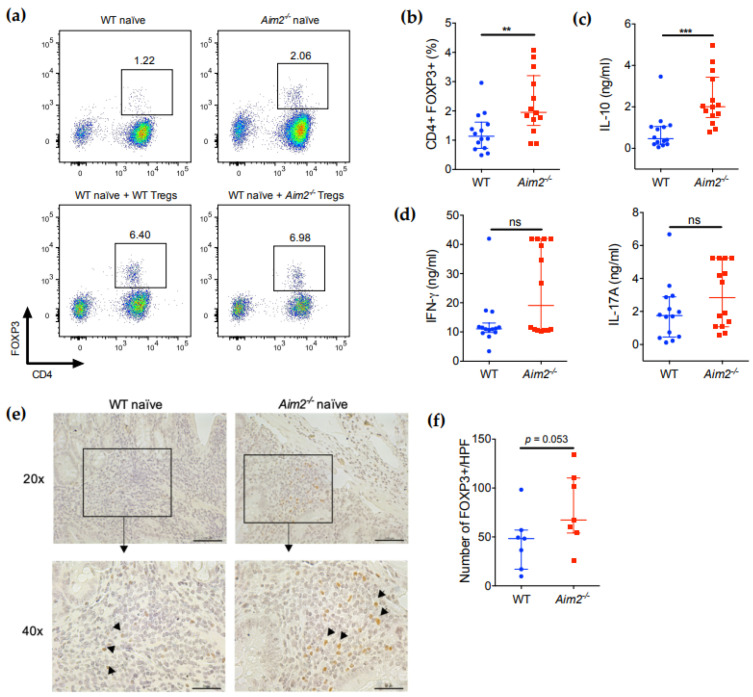
*Aim2^−/−^* naïve T cells show increased differentiation into FOXP3^+^ cells in vivo. (**a**) Flow cytometry analysis of FOXP3 expression in splenic CD4^+^ cells isolated from *Rag1^−/−^* mice 15 weeks after transfer of naïve T cells (CD4^+^CD45RB^high^CD25^−^) from WT (*n* = 14) or *Aim2^−/−^* (*n* = 14) mice, or co-transferred with WT naïve T cells plus CD4^+^CD45RB^low^CD25^+^ regulatory T (Treg) cells from either WT (*n* = 8) or *Aim2^−/−^* (*n* = 10) mice. Images are representative of two independent experiments. (**b**) Quantitative analysis of the percentages of FOXP3^+^ cells in the spleens of *Rag1^−/−^* mice after transfer of naïve T cells from WT or *Aim2^−/−^* mice. (**c**,**d**) Cytokine levels in culture supernatants of CD4^+^ T cells isolated from the spleens of *Rag1^−/−^* mice after transfer of WT or *Aim2^−/−^* naïve T cells as described in (**a**). Cells were stimulated with anti-CD3/CD28 antibodies for 24 h. (**e**) Immunohistochemistry analysis of FOXP3^+^ cells in colonic tissue of *Rag1^−/−^* mice receiving either WT or *Aim2^−/−^* naïve T cells as described in (**a**). Scale bars represent 100 μm (top photographs, original magnification ×20) or 50 μm (bottom photographs, original magnification ×40). Data shown are representative of one experiment with 7 mice per group. (**f**) Quantitative analysis of the immunohistochemistry analysis described in (**e**). Note: ** *p* < 0.01, *** *p* < 0.001, ns = not significant. Data were analyzed using a Mann-Whitney U test and displayed as median ± interquartile range (**b**–**d**,**f**).

## Data Availability

The datasets generated during the RNA sequencing (RNAseq) analysis are available at the GEO repository ID: GSE169615. The rest of the datasets used or analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms23042230/s1.

How the deposited data were processed for this re-analysis (not part of the article)

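RNA from 16 libraries was analysed: naïve CD4+ T cells (Tn) and CD4+ T cells cultured for 2 days (48 h) in Treg conditions (Treg), from WT and Aim2−/− mice, with 4 libraries in each of the 4 groups. Libraries were assigned to a group, and given a replicate number, from their deposited titles and descriptions. The authors made stranded mRNA libraries, sequenced single-end reads, mapped them to GRCm38 with STAR and quantified genes with RSEM, and they deposited 1 table per library with the expected count of each of 53090 genes, neither normalized nor filtered. The paper's text names GENCODE m15 for this quantification and also an Ensembl annotation for a count of reads per gene, and it does not name the versions of STAR and RSEM or the strand setting. The tables hold 1 column of counts, so a comparison with an unstranded column was not run. Gene identifiers and symbols were taken from the deposited tables. Coordinates, strand, gene type, exon length and GC content were taken from GENCODE M21 on GRCm38, in which 52403 of the genes (98.7%) had an entry.

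Expected counts were rounded to whole numbers. The counts per library ranged from 22516424 to 34533316, so that 3 counts, taken as the floor, were between 0.087 and 0.133 CPM (counts relative to the library total). The reads carried no molecular identifiers, and floors cover counting error only. Genes with at least 10 counts in at least 4 of the libraries of a comparison were tested. Genotypes were compared within Tn and within Treg cells, and WT Treg with WT Tn cells, by the two-sided quasi-likelihood F test of edgeR 4.0.16 (robust, TMM normalization) on the 8 libraries compared, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The difference between the genotype effects of the states was tested as an interaction term on all 16 libraries. CPM values use TMM factors. A fold against a group with no more than 3 counts in any library was computed against that floor and is given as a lower bound.

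Gene set enrichment used fgsea 1.28.0 (simple algorithm, 10000 permutations of genes, weight 1) on the moderated t statistic of limma 3.58.1 (voom, TMM), as the paper ranks genes, with Benjamini-Hochberg adjustment over 10 tests, for 5 sets in each state, of which 4 are reported here. The sets were written out as gene symbols before the data were examined: 78 genes for the mitochondrial respirasome (77 matched to the tables), 98 for oxidative phosphorylation (97 matched), and 72 for glycolysis and the 42 genes of Figure 3d for the Treg signature, all matched. They stand in for the database sets named in the paper and need not hold the same genes. A sweep over the Reactome sets shipped with fgsea used Entrez identifiers, of which 6859 of 7111 (96.5%) were matched to the tables. The set score of a library was the mean over a set's tested genes of log2 CPM (prior count 2), centred on each gene's mean over the 8 libraries, and genotypes were compared by a two-sided exact permutation test over 70 arrangements, whose smallest p is 0.029. Marker genes of B cells, myeloid cells, erythroid cells and CD8 T cells, and of sex, were listed before the data were examined and scored in the same way.

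The tests were also tested on simulated data, counts drawn from the means, dispersions and library sizes of the Tn libraries. Of 196 genes changed among 13215, edgeR called 110, with 4 false calls, limma-voom 108 with 4, and DESeq2 130 with 33. With a shift of 0.2 on the log2 scale in 1 set, the set test called that set in 10 of 10 runs and called 4 of 40 sets with no shift. Genes were drawn independently of each other. The simulation therefore does not measure false calls that arise when the genes of a set vary together between libraries.

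Alternatives set before the data were examined were DESeq2 1.42.0 (size factors and Wald test), edgeR with RLE size factors, limma-voom, no filter on low counts, at least 10 counts in every library, all 16 libraries in one fit, the replicate number as a block, a correction for GC content and gene length (a smooth fit per library with 5 degrees of freedom) with and without the block, leaving out each library in turn, other ranking statistics, parts of the sets and other forms of the set score. The pairing in the replicate block comes from the replicate numbers in the deposited titles, as no paired mice are described. The names of the deposited counts number some libraries differently from the titles. The pairing, and the split of replicates 1 and 2 against 3 and 4, rest on the titles alone. Same-numbered libraries of the genotypes had a mean correlation of their deviations from the group means of 0.16 in Tn and 0.30 in Treg (0.22, 0.06, 0.35 and 0.03 for replicates 1 to 4 in Tn, and 0.49, 0.30, -0.02 and 0.42 in Treg). Over the pairs within replicates 1 and 2 or within replicates 3 and 4, whatever their numbers, it was 0.16 and 0.28, so the numbers as such are not set apart from this split. A covariate that parts replicates 1 and 2 from replicates 3 and 4 was added after seeing the data, because splitting the libraries of a state in this way gave many called genes. Set scores under the block were not tested, because an exact test on 4 pairs cannot give a p under 0.05, and the number of pairs with a higher score is given instead.

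The genes named were fixed by a rule written before the data were examined: Aim2 and Foxp3, genes that the paper names for these experiments or shows in Figure 3d, where they bear on a claim, the 5 genes with the largest change in each direction among those called with no overlap between groups, the 3 genes of smallest p in each set of a claim, the 5 called genes of smallest p within 10 Mb of Aim2, and the marker and sex genes. Analyses used R 4.3.3, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Experiments of the paper other than the RNA sequencing were not analysed here.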

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

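Tests of the DNA near Aim2 and of sex on the genotype comparisons, and the counts over other splits of the libraries of a state between genotypes, were set beforehand, and all other tests in this part were chosen after the result was seen.

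Genes near Aim2 carried a signal that the paper does not report. Leaving Aim2 out, 9 genes within 10 Mb of it were called in Tn and 10 in Treg cells, more often than genes farther away (Fisher's exact test, p = 2.2e-11 and 1.8e-13). This is consistent with DNA of another strain that stayed linked to the targeted locus. Reads shared between near-identical genes were also more frequent among called than among other genes outside this region, in 12 of 21 called genes in Tn (57.1% against 32.2% of the tested genes, Fisher's exact test, p = 0.019) and in 11 of 18 in Treg (61.1% against 32.2%, p = 0.02). Each count holds 1 symbol listed as 2 entries; counting each symbol 1 time, it was 11 of 20 and 10 of 17 (Fisher's exact test, p = 0.032 and 0.033). Shared reads remain an explanation for the called genes that have them, but 2 of the 9 genes near Aim2 in Tn and 3 of the 10 in Treg had shared reads in fewer than 8 libraries. The largest Xist count in any library was 2 and Ddx3y was at no less than 62.7 CPM in Tn and 45.4 CPM in Treg, so the genotypes did not differ in sex. All 31 genes called in Tn, and 28 of the 29 in Treg, were still called with a covariate for replicates 1 and 2 against 3 and 4, but each side holds 2 libraries of each genotype, so this fit could hardly have come out otherwise. Library totals did not differ between genotypes beyond their spread (exact permutation test, p = 0.26 in Tn and 0.20 in Treg). An effect of the absence of AIM2 on the genes near its locus cannot be told apart from linked strain DNA. DNA differences between the mouse lines farther than 10 Mb from Aim2 were not tested. The called genes there are thus not shown to be effects of AIM2. Some lie side by side, such as Slc41a3 and Aldh1l1 on chromosome 6, both called higher in Aim2−/− in both states.

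Because genotypes share replicate numbers, the real split of the 8 libraries of a state was compared with the splits that part every same-numbered pair, of which there are 8. Of these, 1 of 8, the real one, gave as many called genes in Tn, and the same was so in Treg cells and in the comparison of WT Treg with WT Tn cells; the other 7 gave at most 0 called genes in each comparison. With 8 splits the share cannot fall under 0.125, so chance cannot be excluded in this way. Over all 35 splits, the comparison of WT Treg with WT Tn cells gave 10516 genes for the real split and 0 for every other. This argues against chance for that comparison. In the genotype comparisons, 2 of the 35 splits in Tn and 3 in Treg gave as many. The others that did part fewer same-numbered pairs: the split of replicates 1 and 2 against 3 and 4, which parts no pair, gave 392 genes in Tn and 2932 in Treg, and in Treg a split that parts 2 of the 4 pairs gave 875. Both genotypes are on both sides of that split.

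The genotype effect differed between Treg and Tn cells for 3 genes by the interaction test. The difference was -4.66 on the log2 scale for Tmem181b-ps, -9.09 for Ifi211 and -1.20 for Wdfy1, with adjusted p of 3.1e-07, 0.0046 and 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p ranged from 2.1e-31 to 4.8e-05 for Tmem181b-ps, from 1.7e-15 to 0.10 for Ifi211 and from 4.5e-06 to 0.16 for Wdfy1. Tmem181b-ps was at 0.233 CPM in WT and 21.2 CPM in Aim2−/− Tn cells, and at 3.00 and 10.5 CPM in Treg cells. Ifi211 was at 0.292 and 7.19 CPM in Tn and at 8.80 and 0.384 CPM in Treg cells, where it was not called between genotypes (adjusted p = 0.33 from edgeR, from 0.00023 to 1 over the alternatives) and WT Treg replicate 4 was at 25.3 CPM against 1.98 to 5.77 CPM in the other WT libraries. Wdfy1 was at 13.1 and 9.93 CPM in Tn and at 15.8 and 5.16 CPM in Treg cells, and in each state the 4 Aim2−/− libraries were below the 4 WT libraries. When genotype labels were swapped within same-numbered pairs, 7 of 100 arrangements, drawn from 128 and with the real one included, gave as many genes. Swapping the pairs of 1 state turns a genotype effect shared by both states into a difference between them. The arrangement with every Treg pair swapped gave 67 genes. This test thus cannot tell whether a count of this size arises by chance. Counts of 2 of the 3 genes were not whole numbers in at least 8 libraries, so that reads shared between near-identical genes remain an explanation for these. Of the 3, 1 lies within 10 Mb of Aim2 (Fisher's exact test, p = 0.035), and linked strain DNA remains an explanation for it. A biological difference between the states is not set apart from these.

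Libraries far from the other 3 of their group were looked for in 80 groups of 4 values, and 5 were found, where chance gives about 4. Aim2 in Aim2−/− Tn replicate 1 was at 9.41 CPM, against 6.60 to 7.03 CPM in the others. The lowest WT Tn library was at 32.5 CPM, so the library is not a mislabelled WT one. The design gives no condition that sets this library apart, and no biological explanation was tested.

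Il2ra in Aim2−/− Tn replicate 3 was at 4.69 CPM, against 2.97 to 3.17 CPM in the others. The total of this library did not stand apart, with a library size inside the range of the others (a gap of 0). Its myeloid marker score, over 6 genes, did, at 0.677 against -0.071 to -0.002, a gap of 0.908 of the range, so RNA of other cells may contribute to this library. No biological explanation was tested.

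Gzmb in WT Treg replicate 4 was at 7.53 CPM, against 0.45 to 1.15 CPM in the others. Library size, with a gap of 0.33 of the range, did not stand apart, and none of the marker scores of other cell types stood above the others (a gap of 0). No biological explanation was tested.

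The respirasome and OXPHOS scores of Aim2−/− Treg replicate 4 were 0.12 and 0.125, against 0.004 to 0.017 and 0.006 to 0.016 in the others, which is a single pattern since the sets share genes. Its library size was inside the range of the others (a gap of 0). After the GC and length correction the scores were 0.108 and 0.112, against -0.006 to 0.007 and -0.003 to 0.013, with gaps of 0.884 and 0.863 of the range, so the part of GC content and gene length that the correction removes does not account for the gap; a bias that it leaves was not tested. The 3 others were also above the 4 WT Treg libraries for both scores. No biological explanation was tested.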

How the results depend on the processing

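The alternatives are those named in the processing summary, not all of which were run for every result, with the covariate for replicates 1 and 2 against 3 and 4 chosen after seeing the data. The NES of the respirasome and of OXPHOS kept their direction and their side of the threshold under each alternative tried for them, from 2.09 to 3.08 and from 2.08 to 3.14 in Tn cells and from 1.67 to 2.62 and from 1.73 to 2.85 in Treg cells. So did the scores of the Treg signature in both states, neither of them past the threshold. The fits within replicates 1 and 2 or within replicates 3 and 4 are not among these alternatives. Within replicates 1 and 2 the NES in Tn cells was 1.91 for the respirasome and 1.62 for OXPHOS, below these ranges. There the NES of the respirasome in Treg cells was 1.66, also below, and the score of the Treg signature in Tn cells reversed (-0.01). The number of genes that differed between WT Treg and WT Tn cells stayed between 8679 and 11959 with DESeq2, RLE size factors, limma-voom, no filter on low counts, at least 10 counts in every library and each library left out in turn; the replicate block, the GC and length correction and the covariate were not run for it.

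The counts of called genes moved by more than 1.5 times under several settings. In Tn cells, with 31 genes (18 higher and 13 lower), DESeq2 called 127 (68 and 59), no filter on low counts 47 (21 lower), at least 10 counts in every library 18 (9 higher), all 16 libraries in one fit 50 (24 lower) and the covariate 51 (32 higher). In Treg cells, with 29 genes (17 higher and 12 lower), DESeq2 called 52 (28 and 24), at least 10 counts in every library 17 (11 and 6), and the replicate block and the covariate 20 and 19 lower genes. On simulated data DESeq2 made 33 false calls and edgeR 4. For the interaction, with 3 genes, DESeq2 called 10, and at least 10 counts in every library gave 0, with 369 genes at an unadjusted p under 0.05. The fits that each left out one library called from 17 to 28 genes in Tn (8 to 16 higher, 7 to 14 lower), from 10 to 17 in Treg (5 to 12 higher, 4 to 6 lower) and from 2 to 5 for the interaction. A gene detected in 1 genotype only is not tested when that genotype has 3 libraries, since the filter asks for 4. With a library left out, from 26 to 29 of the 31 genes in Tn and 24 of the 29 in Treg cells were still tested, and from 6 to 10 and from 7 to 14 of these were no longer called. With at least 10 counts in every library, 20 of the 31 genes in Tn, 17 of the 29 in Treg and 1 of the 3 of the interaction were still tested, and 18, 17 and 0 of these were called, so most of the fall in Tn, and all of it in Treg cells, is genes that were not tested. The cause was not tested for the other changes.

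The NES of glycolysis in Tn cells, -1.86, was no longer past the threshold when ranked by log2 fold change (-1.49), with glycolytic enzymes only (-1.44) or with the Reactome set (-1.40). The NES of the Treg signature in Tn cells, 1.49 with an adjusted p of 0.052, passed the threshold with edgeR's statistic (1.62), DESeq2's statistic (1.68), no filter (1.74), all 16 libraries in one fit (1.53), the replicate block (1.64), the GC and length correction (1.59) and this correction with the block (1.63). In Treg cells the NES of glycolysis, 0.93, reversed when ranked by log2 fold change (-0.38), with the covariate (-0.92) and with nucleoporins only (-1.30), and that of the Treg signature, 0.96, reversed with edgeR's statistic (-0.91), DESeq2's statistic (-0.90), the replicate block (-1.15) and the block with the GC and length correction (-1.29). With each library left out in turn, the NES ran from -2.04 to -1.75 for glycolysis and from 1.14 to 2.05 for the Treg signature in Tn cells, and from -1.26 to 1.33 and from -1.06 to 1.61 in Treg cells. The cause was not tested for these changes.

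The set scores are judged here by their unadjusted exact permutation p, since after adjustment over 10 tests none had a p under 0.05 (smallest 0.095). The respirasome score in Tn cells, 0.202, had an unadjusted p of 0.029, and no longer one under 0.05 with the median over genes (0.177), the GC and length correction (0.10) and nuclear genes only (0.185), and in Treg cells, from 0.076, with the same 3 (0.063, 0.057 and 0.052). The OXPHOS score in Treg cells, 0.080, lost its unadjusted p under 0.05 in the same 3 settings (0.064, 0.063 and 0.055). The glycolysis score in Tn cells had an unadjusted p under 0.05 after the GC and length correction (-0.079), and the glycolysis score in Treg cells, -0.002, reversed with the median (0.005), the GC and length correction (0.022) and enzymes only (0.008). Leaving out each library in turn gave, in Tn cells, from 0.16 to 0.237 for the respirasome, from 0.142 to 0.22 for OXPHOS and from -0.093 to -0.056 for glycolysis, and in Treg cells from 0.049 to 0.087, from 0.052 to 0.092 and from -0.013 to 0.011. In 5 of the 8 fits the respirasome score in Tn, in 4 of 8 that in Treg and in 5 of 8 the OXPHOS score in Treg cells no longer had an unadjusted p under 0.05, while the OXPHOS and glycolysis scores in Tn cells gained one in 1 of 8 each. The cause was not tested.

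Of 82 results for named genes, 70 were unaffected by the alternatives tried for them. Under settings other than leaving out a library, 7 values were weaker, 3 stronger and 0 reversed, and 641 the same. With a library left out, 32 were weaker, 545 the same, and 3 reversed: the log2 fold change in Tn cells of Foxp3, 0.09, ran from -0.05 to 0.33, with -0.05 without WT replicate 1 and -0.03 without WT replicate 2, and that of Serpina3f, -0.41, from -1.04 to 0.13. The cause was not tested. The depth limits what is seen of changes near the floor of 3 counts, which are given as lower bounds. In simulated data of the Tn group size, edgeR called 110 of 196 changed genes, so a gene that was not called is not shown to be unchanged. The unstranded count column was not run as an alternative, as the tables hold 1 column, and set scores under the replicate block were not tested, as an exact test on 4 pairs cannot give a p under 0.05.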

Differences from the paper's values

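The paper gives NES values in a plot. A value was taken to match the paper's when it differed from it by no more than the SD of the values that leave out each library in turn. That SD holds no error of reading a plot by eye. The OXPHOS list used here stands in for the paper's database set, so the values compared need not be over the same genes. The NES of OXPHOS in Tn cells was 2.85, against the paper's value of about 2.3 in Fig. 3, read by eye. Of the alternatives set before the data were examined, ranking by log2 fold change (2.08), the GC and length correction (2.20), this correction with the replicate block (2.31) and leaving out Aim2−/− Tn replicate 3 (2.38) fell within that SD, 0.26. The others did not: edgeR's statistic (2.92), DESeq2's statistic (3.06), no filter on low counts (3.10), all 16 libraries in one fit (3.01), the replicate block (2.84), nuclear genes only (2.88), the Reactome set (2.7) and the fits without each of the other libraries (from 2.64 to 3.14).

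The NES of OXPHOS in Treg cells was 2.78, against the paper's value of about 2.3 in Fig. 3, read by eye. Of the alternatives set before the data were examined, leaving out Aim2−/− Treg replicate 4 (2.38) fell within the SD, 0.14, and the others did not: edgeR's statistic (2.75), DESeq2's statistic (2.82), log2 fold change (1.73), no filter on low counts (2.67), all 16 libraries in one fit (2.51), the replicate block (2.75), the GC and length correction (2.13), this correction with the block (1.99), nuclear genes only (2.72), the Reactome set (2.61) and the fits without each of the other libraries (from 2.53 to 2.85). Replicates 3 and 4 alone, a comparison chosen after seeing the values, gave 2.37, and replicates 1 and 2 alone gave 1.96, which was not within the SD. In Tn cells, replicates 3 and 4 alone gave 2.83 and replicates 1 and 2 alone gave 1.62, neither within the SD of 0.26.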

Other observations

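Tests of chance by other splits of the libraries, of GC content and gene length, of short abundant transcripts and of other cell types were set beforehand, and the tests with the covariate for replicates 1 and 2 against 3 and 4 were chosen after the result was seen.

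In Tn cells, the NES of the respirasome, OXPHOS and glycolysis sets was as far from 0 in 1, 1 and 1 of the 8 splits that part every same-numbered pair, the real one included, and that of the Treg signature in 6 of 8. The counts in Treg cells were 1 and 1 for the respirasome and OXPHOS, 6 for glycolysis and 6 for the Treg signature. Since 8 splits cannot give a share under 0.05, none of these patterns can be told apart from chance in this way. Over all 35 splits, which include splits that keep same-numbered libraries together, the counts were 6, 7, 2 and 23 in Tn and 1, 1, 24 and 28 in Treg cells.

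After the correction for GC content and gene length, the NES in Tn cells was 2.17 for the respirasome, 2.20 for OXPHOS, -1.93 for glycolysis and 1.59 for the Treg signature, and in Treg cells 1.86, 2.13, 1.22 and 0.87. The NES of the respirasome and OXPHOS fell but stayed past the threshold. Their score differences between libraries fell to 0.10 and 0.094 in Tn (exact permutation test, p = 0.23 for each) and to 0.057 and 0.063 in Treg cells (p = 0.20 and 0.11), within the spread between libraries, so GC content and gene length may account for part of the difference.

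The rise of OXPHOS transcripts may be part of a shift of short, abundant transcripts as a class. The larger NES of the cytosolic and mitochondrial ribosomal protein sets was 3.35 in Treg cells, above that of OXPHOS (2.78), and 2.53 in Tn cells, below that of OXPHOS (2.85). In Treg cells this explanation remains, and in Tn cells the test does not settle it. In Tn cells the NES of the cytosolic ribosomal proteins, 2.50, was as far from 0 in 5 of the 8 splits that part every same-numbered pair and fell to 1.35 after the GC and length correction, and that of the mitochondrial ribosomal proteins was so in 2 of 8 and fell to 2.13, where OXPHOS was so in 1 of 8 and fell to 2.20. With the covariate for replicates 1 and 2 against 3 and 4, the NES of OXPHOS was 2.94 in Tn and 2.72 in Treg cells, but the covariate is balanced over genotypes and could hardly have moved it, so this does not test that difference. A change in metabolism through AIM2 is not set apart from these explanations by the RNA data.

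RNA of other cell types may differ between the Tn preparations. The smallest exact permutation p of the marker scores was 0.029, the smallest this test can give, for erythroid markers (higher in Aim2−/− by 1.142 over 4 of 6 genes) and for B cell markers (higher by 0.733, from 1 of 7 genes), with each of the 4 Aim2−/− libraries above the 4 WT libraries. Adjusted over 11 tests by the Benjamini-Hochberg method both were 0.16. The smallest exact permutation p in Treg cells was 0.40.

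Foxp3 in Tn cells was at 2.74 CPM in WT and 2.94 CPM in Aim2−/−, with a log2 fold change of 0.09 (adjusted p = 0.91 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 0.61 to 1 over the alternatives). In Treg replicates 1 to 4, Foxp3 was at 560.5, 571.5, 493 and 279 CPM in WT and 562, 520, 327 and 285 CPM in Aim2−/−. Tbx21, chosen after its values were seen, was at 14.7, 49.6, 18.7 and 127 CPM in WT and 19.4, 74.8, 133.1 and 136 CPM in Aim2−/−, with a log2 fold change of 0.79 (standard error 0.76, adjusted p = 1 from the same edgeR test).

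Ide, chosen after its values were seen, is listed as 2 entries with equal counts, both called in both states, so that the counts of called genes hold it 2 times. Each entry was at 24.3 CPM in WT and 47.3 CPM in Aim2−/− Tn cells and at 91.9 and 178.8 CPM in Treg cells, higher in 4 of 4 Aim2−/− libraries, with a log2 fold change of 0.96 in both states (adjusted p = 0.00013 in each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its reads were shared in 8 libraries. In all, 213 symbols were listed more than once, in 453 entries.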
